# Integrated Transcriptome Analysis Reveals the Impact of Photodynamic Therapy on Cerebrovascular Endothelial Cells

**DOI:** 10.3389/fonc.2021.731414

**Published:** 2021-11-22

**Authors:** Yanyan He, Lin Duan, Haigang Wu, Song Chen, Taoyuan Lu, Tianxiao Li, Yingkun He

**Keywords:** photodynamic therapy, RNA seq, blood-brain barrier, gliomas, endothelial dysfunction

## Abstract

Blood vessels in the brain tissue form a compact vessel structure and play an essential role in maintaining the homeostasis of the neurovascular system. The low dosage of photodynamic intervention (PDT) significantly affects the expression of cellular biomarkers. To understand the impact of photodynamic interventions on cerebrovascular endothelial cells, we evaluated the dosage-dependent impact of porfimer sodium-mediated PDT on B.END3 cells using flow cytometer, comet assay, RNA sequencing, and bioinformatics analysis. To examine whether PDT can induce disorder of intracellular organelles, we did not observe any significance damage of DNA and cellular skeleton. Moreover, expression levels of cellular transporters-related genes were significantly altered, implying the drawbacks of PDT on cerebrovascular functions. To address the potential molecular mechanisms of these phenotypes, RNA sequencing and bioinformatics analysis were employed to identify critical genes and pathways among these processes. The gene ontology (GO) analysis and protein-protein interaction (PPI) identified 15 hub genes, highly associated with cellular mitosis process (*CDK1*, *CDC20*, *MCM5*, *MCM7*, *MCM4*, *CCNA2*, *AURKB*, *KIF2C*, *ESPL1*, *BUB1B*) and DNA replication (*POLE2*, *PLOE*, *CDC45*, *CDC6*). Gene set enrichment analysis (GSEA) reveals that *TNF-α/NF-κB* and *KRAS* pathways may play a critical role in regulating expression levels of transporter-related genes. To further perform qRT-PCR assays, we find that *TNF-α/NF-κB* and *KRAS* pathways were substantially up-regulated, consistent with GSEA analysis. The current findings suggested that a low dosage of PDT intervention may be detrimental to the homeostasis of blood-brain barrier (BBB) by inducing the inflammatory response and affecting the expression of surface biomarkers.

## Introduction

Blood circulation system plays a critical role in maintaining the homeostasis physiology and supplying the essential nutrients to the targeted organisms or tissue (1). In the nervous system, the blood-brain barrier (BBB) was composed of endothelial cells and other types of cells, for example pericytes and neuron end-foot, to form the compact vascular system (2, 3). The compact BBB can blockade most of the unnecessary molecules to be diffused to the nervous system, and positively pump harmful metabolism waste into blood circulation (4). However, dysfunction or impairment of BBB involves or promotes some pathological processes, such as promoting neurodegenerative inflammation in the brain (5, 6), breakdown of BBB in stroke (7), and psychosis due to BBB disorder (8). Moreover, cerebrovascular BBB could be stimulated by various exogenous factors, such as vascular endothelial growth factor (VEGF) (9, 10), to promote angiogenesis and support the growth of brain tumor (11) during tumorigenesis. These results indicated that any unexpected interventions might lead to a severe stimulus that would disrupt the homeostasis of the neuron-blood system. Thus, exploring the stimulus response of vasculature after any therapeutic interventions, including the damage and biological impact on the biological functions, is imperative.

Photodynamic therapy (PDT) has been widely utilized in the glioblastoma multiforme (GBM) therapy, including the interstitial PDT (iPDT) and post-PDT (12). PDT requires three essential components: oxygen, radiation light, and photosensitizers (13). The intrinsic mechanism of PDT is the interaction between cellular components and reactive oxygen species (ROS), causing damage of cellular components and leading to cell apoptosis (14). After receiving PDT intervention, the overall survival (OS) of GBM patients can be prolonged from 15 months to 27 months (15). The potential reasons for improving the OS of GBM patients may be attributed to increased permeability of chemotherapeutic drugs (16) across the BBB. These results from clinical reports implied that the PDT intervention might strongly stimulate the BBB endothelial cells for specific responses. To further identify and explore the pivotal changes in endothelial cells after PDT intervention may provide more necessary information to guide the clinical application of PDT on GBM therapy.

The interventional effects of PDT on the endothelial cells are decided by types of photosensitizers and specific cell lines (17, 18). Hitherto, many types of photosensitizers have been clinically approved for disease therapy; for example, 5-aminolevulinic acid (5-ALA) (19), hematoporphyrin derivative (HPD) (20), and porfimer sodium (21, 22). Hemoporfin-mediated photodynamic therapy induces cellular autophagy to prevent cellular apoptosis (23). Aloe-emodin-mediated PDT activates the MAPK signaling pathway on HUVECs to inhibit angiogenesis and cell metastasis (24); verteporfin-mediated PDT promotes the expression of vascular endothelial growth factor (VEGF), VEGF receptor (VEGFR)-3, and pigment epithelium-derived factor (PEDF) (25); a low dose of photofrin-mediated PDT increased the expression of VEGF and promoted endothelial cell proliferation in normal brain (26). However, the effect of PDT on the cerebrovascular endothelial cells, especially at transcriptomic levels, might improve a emerging scope for evaluating the impact of PDT on the nervous system.

Herein, we explored the biological impact of the photodynamic intervention on endothelial cells, including apoptosis, DNA damage, cellular skeleton, and expression levels of critical transporter-related genes. Then, we utilized RNA-seq to analyze the biological impact of porfimer sodium-driven photodynamic intervention on the cerebrovascular endothelial cells of the mouse (B.END3 cells). We identified 187 and 2976 differentially expressed gene (DEG) depending on two different interventional dosages, respectively. Bioinformatics analysis using gene ontology (GO), gene set enrichment analysis (GSEA), and KEGG gene sets identified critical pathways that were confirmed by quantitative real-time PCR. Thus, the current study provides additional information about the transcriptome changes in the cerebrovascular endothelial cells during the PDT process and the scope to further evaluate the impact of the photodynamic intervention on BBB homeostasis.

## Methods

### Cell Culture

Rat endothelial B.END3 cells were obtained from the Cell Bank of the Chinese Academy of Sciences and cultured in DMEM medium (SH30022.01B, Gibco, USA) with 10% fetal bovine serum (FBS; SH30084.03, HyClone, USA) and 100 U/mL penicillin-streptomycin (Gibco, Cat. 15140122, USA) under 5% CO_2_ at 37°C. When the B.END3 cells formed the monolayer, the photosensitizer Porfimer sodium (300 μg/mL) was added to the medium and incubated for 90 min. Then, the B.END3 cells received the laser exposure (635 nm with 100 mW/cm^2^) and the light doses at 10 J/cm^2^ and 20 J/cm^2^, respectively.

### RNA Sequencing

After PDT intervention, the cells were lysed, collected, and stored at -80°C until delivered to the Tianjin Novogene Bioinformatic Technology Co., Ltd for further analysis. The whole-genome transcriptome profiling was examined by RNA sequencing process: sequencing on the Illumina Hiseq2500 using 150 bp paired-end reads (6.0 G of throughput). The RNA sequencing data have been deposited to NCBI GEO database (GEO accession cat. GSE172198).

Total RNA was extracted from the cell lysis samples using Total RNA Extraction Kit (R1200/100T, Solarbio Life Sciences, China) and then reverse-transcribed into cDNA using the PrimeScript™ RT MasterMix (Perfect Real Time) (TaKaRa, Japan). The cDNA was used for qPCR using TB Green^®^ Premix Ex Taq™ (Tli RNaseH Plus) (TaKaRa) with gene-specific primers, and the data were normalized against *β-actin* as the control. PCR primers are listed in **Table S1**.

### Bioinformatics Analysis

Before further analysis, the RNA data were aligned against the mouse genome (GRCm39, GenBank assembly accession: GCA_000001635.9) and deposited in NCBI GEO database. The GO function analysis was performed using g:profilter website (https://biit.cs.ut.ee/gprofiler/gost), in which the “ordered query” was selected and other parameters were set as default. The protein-protein interaction (PPI) network was assessed using the STRING website (https://string-db.org/), while the minimum required interaction score was set as the highest confidence (0.900) and kmeans clustering was set as 5. The PPI network was re-generated using Cytoscape (version 3.6.0) with a circular layout. GSEA was performed using GSEA software (v4.1.0) with the molecular signature database obtained from the GSEA website (http://www.gsea-msigdb.org/gsea/msigdb/index.jsp); number of permutations was set as 10000; no collapse was aligned to gene symbols; permutation type was set as gene set, and other parameters were set as default. The function-related information of above-mentioned genes in this study was obtained from the GENE section of NCBI (https://www.ncbi.nlm.nih.gov/). Transcription factors of DEGs were obtained from TRRUST database (https://www.grnpedia.org/trrust/).

All the statistical results and figures were generated using GraphPad_Prism 5.0, and the Venn diagram was obtained from the Van der Peer Lab bioinformatics website (http://bioinformatics.psb.ugent.be/webtools/Venn/). For GSEA analysis, the significance of enriched pathways was set as |Normal Enrichment Score|>1.0 and NORM p-value < 0.05 and FDR q-value <0.05. For other analyses, p-value < 0.05 was considered statistically significant.

### Comet Assay

After PDT intervention, 1×10^5^ cells were digested, purified, and mixed with 30 μL of low-melting-point agarose (LMPA, 1% DMEM solution). Then, this cell solution was dropped on the glass slide to form a thin film and cooled for 10 min using ice to allow solidification. Then, an additional 75 μL of LMPA (1% DMEM solution) was dropped on this glass slice as the top layer, and the process was repeated. These samples were dipped in the lysis solution (containing 10 mM Tris-HCl, 2.5 M NaCl, 100 mM Na_2_EDTA, 1% Triton X-100) overnight. The DNA sample was unwound for 20 min in the alkaline electrophoresis solution and electrophoresis performed for 20 min (voltage 1 V/cm and current 300 mA). Finally, these samples were stained using ethidium bromide (EB; 100 μL, 20 μg/mL). The images of DNA damage were obtained under Zeiss 880 confocal microscopy.

### Immunofluorescence

For p53 translocation assay and actin staining assay, B.END3 cells were seeded on glass coverslips and then fixed in 4% paraformaldehyde at room temperature for 10 min. The preparation protocol was performed using standard processes described previously (27, 28). p53 (MA5-12557), Alexa Fluor™ 647 (Invitrogen™, A20186), and Alexa Fluor™ 488 Phalloidin (Invitrogen™, A12379) were purchased from ThermoFisher Scientific.

### Statistical Analysis

Statistical examination and image preparation of assays were performed using GraphPad Prism 5.0 software (GraphPad Software Inc.). Student’s *t*-test was performed: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001; ***ns***, no significance.

## Results and Discussion

### Biological Impact of the Photodynamic Intervention on Endothelial Cells

The therapeutic products of PDT are reactive oxygen species (ROS) (29) that can strongly interact with cellular components and affect down-stream gene expression. However, the biological impacts of PDT through ROS are complex. Herein, we firstly examined the impact of PDT-generated ROS on cellular apoptosis, which is a major reason to cause tumor cell death. As shown in **Figure 1A**, we observed that the apoptotic percentage of B.END3 cells after receiving PDT is only 1.49%, similar with control (2.04%) or single-factor interventional group (1.81% and 3.11%, respectively). This result implied that low dosage PDT could not induce cellular apoptosis and corroborate safety on BBB endothelial cells.

**Figure 1:**
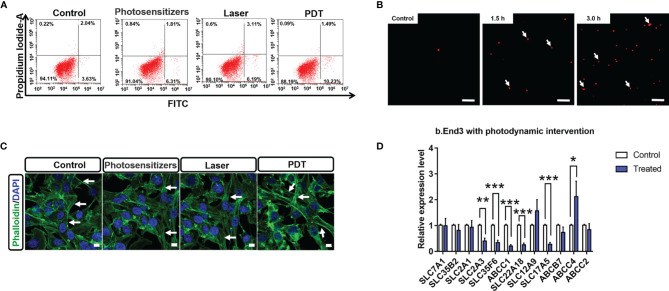
**(A)** Percentage of apoptotic cells stained by Annexin V-FITC and propidium iodide after PDT intervention at 24 h **(B)** Comet assays of B.END3 cells with PDT intervention at 1.5 h and 3.0 h compared to the control group. Nucleus is stained by ethidium bromide. The scale bar is 100 μm. **(C)** Immunostaining for cellular skeletons on control, photosensitizer-treated group, only laser-treated group, and PDT-treated group. Nucleus is stained by DAPI. The scale bar is 50 μm. **(D)** Quantification for mRNA levels of BBB critical biomarkers in B.End3 cells after photodynamic intervention (dose 20 J/cm^2^) (n = 3/group). *p<0.05; **p<0.01; ***p<0.001.

Next, we investigated the effects of PDT on DNA and cellular skeleton. To explore the effect of PDT, we performed the comet assay to examine whether PDT intervention caused DNA damage. As shown in **Figure 1B**, fluorescence tails of DNA after PDT did not display any significant change at 1.5 h and 3.0 h in B.END3 cells, because the length of fluorescence tail is the critical index for evaluating DNA damage. These results implied that PDT at 20 J/cm^2^ laser dose and 300 μg/mL porfimer sodium could not directly damage the DNA in cerebrovascular endothelial cells.

The cellular skeleton plays an essential role in supporting cellular structure and further affecting the cellular processes (30). Herein, we investigated whether PDT can affect the structure of B.END3 cellular skeletons by immunostaining method (31) as shown in **Figure 1C**. After intervention, we cannot observe any morphological difference between intervention-treated group and control groups (including sham and single-factor intervention), although the fluorescent intensity of cellular boundary was stronger than that of other groups. These results could be attributed to the cellular stimulus for ROS and may affect the cell migration, requiring further investigation.

The biological integrity of BBB is decided by the compact cell stack and the specific expression of surface biomarkers, i.e. molecular transporters (4). These surface transporters can selectively pump the necessary nutrients into brain parenchyma and the harmful components out of the nervous system (32). To evaluate the impact of PDT on BBB cellular transporters, we quantitatively measured the mRNA expression levels of critical transporters compared to the no intervention group. As shown in **Figure 1D**, we observed that *SLC2A3* (GLUT-3), *SLC35F6*, *ABCC1* (MRP1), *SLC22A18* (efflux transporter-like protein), and *SLC17A5* (acidic Sugar Transporter) are significantly inhibited, while *ABCC4* (MRP4) is significantly up-regulated. The down-regulation of *SLC2A3* and *SLC17A5* implied that PDT might affect the cellular uptake of glucose into brain parenchyma tissue, owing to that these genes are highly associated with glucose uptake (33, 34). *ABCC1*, *ABCC4*, and *SLC22A18* participate in the drug resistance pathway (35). The down-regulation of *ABCC1* and *SLC22A18* implied that PDT improves the BBB uptake of chemotherapeutic drugs, while significant up-regulation of *ABCC4* implied that PDT might blockade the pumping of therapeutic drugs out of nervous system. The comprehensive impacts of PDT on BBB functions and therapeutic drugs are unclear and should be well determined in the future.

### Identification of DEGs

In order to explore the molecular mechanisms of PDT intervention on the cerebrovascular endothelial cells, we performed an RNA sequencing assay to identify the DEGs in the B.END3 cell line. The schematic illustration of the experimental protocol is illustrated in **Figures 2A, B**. END3 cells are seeded dish to form the monolayer and then incubated with photosensitizer (300 μg/mL) for 90 min. Then, the cells were exposed to a 635 nm laser with light doses of 10 J/cm^2^ and 20 J/cm^2^, respectively. 

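B.END3 is an endothelial cell line from mouse brain, and porfimer sodium is a porphyrin photosensitizer that generates ROS under red light. Paired-end RNA sequencing was performed on 9 libraries: 3 of control cells (Ctrl, 0 J/cm2), 3 of cells at 10 J/cm2 (Ep1), and 3 of cells at 20 J/cm2 (Ep2). The authors aligned the reads to the mouse genome and expressed each gene in each library in FPKM, that is fragments normalized for gene length and library size. The values cover 54532 Ensembl genes, genes at 0 included. The methods name GRCm39 as the genome, but of 36418 genes compared, 99.9% of the listed coordinates overlapped the position of the gene on GRCm38 and 12.4% its position on GRCm39, so all positions here refer to GRCm38. In every library, FPKM multiplied by gene length gave whole multiples of one step, from which the number of fragments counted on each gene was recovered. These totals ranged from 18289776 to 19509225 fragments in Ctrl (median 19105017), from 16797492 to 18603707 in Ep1 (median 18556416), and from 16240688 to 18575984 in Ep2 (median 18366198). The paper states its depth as sequencing throughput in bases, while the values used here rest on the fragments counted on genes. Libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom between 2.81 and 15.25. A count of 0 allows up to 3 fragments, and this limit covers counting error only.

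From the FPKM values, log2(FPKM + 1) was calculated, and the 11727 genes with an FPKM of at least 1 in at least 3 libraries were tested. Of these genes, 86.6% are protein-coding. All 9 libraries were fitted in one linear model per gene with limma (variance trend, robust estimation), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called a differentially expressed gene (DEG) under the thresholds of the paper, an adjusted p-value below 0.05 and an absolute log2 fold change above 0.6. The pseudocount of 1 pulls the fold change of weakly expressed genes towards 0, and genes under the filter have no test. In simulated libraries of this design, 195 of 200 changed genes were called, with 2 false calls. The fitted log2 fold change was a median of 0.926 times the true one. All changed genes lay above the filter in every Ctrl library and changed by clearly more than the threshold, with a spread taken from Ctrl. Weakly expressed genes, smaller changes, and the wider spread of the Ep2 libraries were not simulated.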

RNA-seq assays were employed to identify the genetic profiles after RNA extraction from these cell samples, and the differentially expressed genes were obtained by the comparative transcriptome analysis between PDT-intervention samples and control samples.

**Figure 2:**
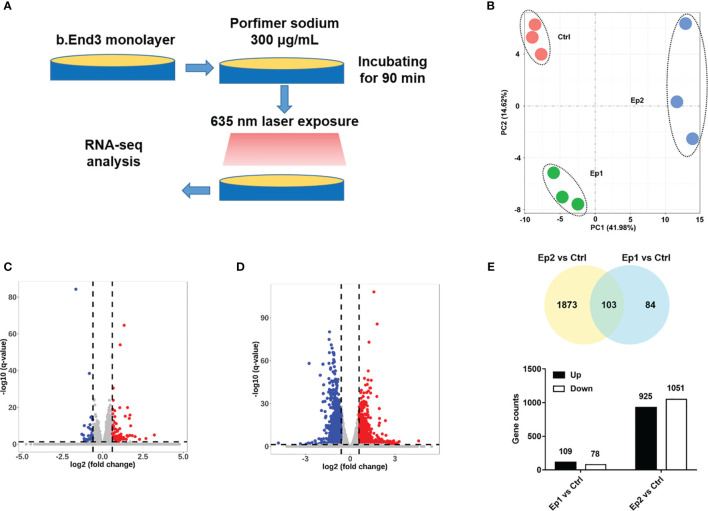
**(A)** Schematic illustration of RNA-sequencing protocol in this investigation. **(B)** PCA analysis of RNA-seq samples based on the genetic components. **(C, D)** Volcano plot of expressed genes based on the intervention dosage. **(E)** Statistical results of different genes (p-adj <0.05 and |log_2_FoldChange|>0.6).

Firstly, principal component analysis (PCA) was conducted to analyze the quality of RNA sequencing. 

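In the PCA of log2(FPKM + 1), centred by gene, the first component held 50.3% of the variance and the second 15.1%. On the first component, Ctrl libraries scored from -16.6 to -14.1, Ep1 libraries from -11.3 to -4.43, and Ep2 libraries from 21.9 to 25.3. On the second component, Ep1 libraries scored from 9.06 to 13.2, Ctrl libraries from -11.0 to -7.21, and Ep2 libraries from -9.39 to 2.84. The Euclidean distance between 2 libraries of one group was on average 25.0 in Ctrl, 23.0 in Ep1, and 27.2 in Ep2. Between Ctrl and Ep1 it was 30.4 on average (27.5 to 32.4), and all 9 of these distances exceeded the largest distance within Ctrl (26.6) or within Ep1 (24.3). Between Ctrl and Ep2 it was 45.4 on average, and between Ep1 and Ep2 it was 40.6. The mean distance between groups was 1.55 times the mean distance within groups (exact permutation test over 280 partitions of the libraries, p = 0.00357, the smallest p it allows). The pseudocount moved this ratio most, to 1.31 with 0.1 in place of 1.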

As shown in **Figure 2B**, the PCA score of all samples based on the PKFM values of the gene can be divided into three independent subgroups: Ctrl, Ep1, and Ep2, and confirmed that these RNA sequencing data can be employed in the following assays. The relative expression levels of these genes were plotted as a Volcano map (**Figures 2C, D**), and DEGs were highlighted with blue and red colors, respectively. The threshold value considered as the significant difference was set as p-adj <0.05 and |log_2_(foldchange)|>0.6. Herein, we identified 187 and 2976 DEGs in Ep1 and Ep2 groups compared to the control group, respectively. 

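Between Ep1 and Ctrl, 1324 of the tested genes had an adjusted p-value below 0.05 in limma, and 93 of them passed the fold change threshold as DEGs. Between Ep2 and Ctrl, the counts were 6236 and 1075. Apart from leaving out the minimum fold change, the alternative that moved both counts most was limma's voom on the recovered fragments, chosen after seeing the data, which gave 241 DEGs in Ep1 and 2210 in Ep2. The number of DEGs in Ep1 also rested on single libraries: it was 32 without Ctrl replicate 2, 33 without Ep1 replicate 1, 36 without Ep1 replicate 3, and 49 without Ctrl replicate 1. So did the 1324 genes past the adjusted p-value in Ep1. Their number was 192 without Ctrl replicate 2, 199 without Ep1 replicate 3, and 379 without Ep1 replicate 1. It was 392 without Ctrl replicate 1, 844 without Ep1 replicate 2, and 1038 without Ctrl replicate 3.

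Among the DEGs of Ep1 whose libraries separated fully from Ctrl and whose mean was in the upper 75% of tested genes, Alas1 (ENSMUSG00000032786, chromosome 9, 106233455 to 106248654), which encodes the first enzyme of heme synthesis, had the largest fall, from 9.86 ± 0.273 FPKM in Ctrl to 3.10 ± 0.0954 in Ep1 (SD, n = 3 libraries each), a log2 fold change of -1.40 (SE 0.11, adjusted p = 0.00121). The small nucleolar RNA Snord104 (log2 fold change -1.28, adjusted p = 0.0154) and the pseudogene Gm8292 (-0.97, adjusted p = 0.0214) followed in this selection. The largest rise was that of Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039), from 1.94 ± 0.246 FPKM to 17.8 ± 13.9 (SD, n = 3 each), a log2 fold change of 2.43 (SE 0.50, adjusted p = 0.0253). Its adjusted p-value rose to 0.0864 without Ctrl replicate 2, and Ep1 replicate 1 held the highest value, 33.8 FPKM. Over the alternatives that left out no replicate, the adjusted p-value ranged from 0.0211 to 0.114. The mitochondrial tRNA mt-Ti, with 0 to 2 fragments in the Ctrl libraries, was at least 3.58-fold higher in Ep1. The pseudogene Gm5805 rose by 1.70 on the log2 scale (adjusted p = 0.0141). Reads of Gm8292, Gm5805, and Snord104 could not be told from those of related copies here, and their adjusted p-values exceeded 0.05 in several of the fits that left out one library. The 3 Ep1 libraries lay on one side of the 3 Ctrl libraries for each of these 6 genes.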

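Of the DEGs in Ep1, 45 (48.4%) were also DEGs in Ep2 compared to Ctrl, 35 of them higher and 10 lower in both groups. Both comparisons share the Ctrl libraries, so chance differences are shared as well. In 100 simulated data sets with unchanged groups against the same Ctrl libraries, the highest number of DEGs in either comparison was 1, while as many top genes of each comparison as there were DEGs shared 46.9 genes on average (35 to 55), a range that includes the 45 found here. Among the genes present in both lists, Alas1 fell by 0.68 on the log2 scale in Ep2 (adjusted p = 0.000526), and the pseudogene Gm5805 rose by 1.37 (adjusted p = 0.00462). With voom on the recovered fragments the overlap was 133 genes, and without Ctrl replicate 2 it was 18.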

The Venn overlapping diagrams of DEGs in both groups are shown in **Figure 2E**, and 103 joint genes were observed in both groups. Moreover, the significant increase in the DEGs from 187 to 2976 implied that the higher dose of PDT might activate several pathways or biological annotations for PDT stimulus response.

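In the direct comparison of both doses, 5156 genes differed between Ep2 and Ep1 (adjusted p-value below 0.05 in limma), and 692 of them were DEGs, 227 higher and 465 lower in Ep2. The numbers were 315 and 331 with median centring, 756 and 798 with voom, and 271 and 374 with the correction for gene length and GC content. Of the 1324 genes past the adjusted p-value in Ep1, 89.9% moved in the same direction in Ep2, against 85.6% on average (82.4% to 87.9%) among as many top genes of the simulated unchanged groups. The share was 87.6% after the correction for gene length and GC content, 87.2% without Ep2 replicate 1, and 87.0% without Ep2 replicate 3. These fits were not simulated and had other numbers of genes, so the simulated range does not apply to them. Whether these shares exceed those of unchanged groups stays open. The change was larger in Ep2 than in Ep1 for 56.6% of the 1324 genes. Across all tested genes, which are not independent replicates, the log2 fold changes of both doses had a Pearson correlation of 0.49, which is within the range of the simulated unchanged groups (0.46 to 0.57). Without Ep1 replicate 1 the correlation was 0.41.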

### PPI of DEGs

To elucidate the stimulus response and identify the hub genes of endothelial cells after PDT treatment, PPI analysis of DEGs was employed (threshold value of significant difference: p-adj <0.05 and |log_2_(foldchange|>1.0). 

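At an absolute log2 fold change above 1, 141 DEGs remained in Ep2 compared to Ctrl (54 higher, 87 lower) and 24 in Ep1 (20 higher, 4 lower). The alternative that moved the count of Ep2 most was again voom on the recovered fragments, with 728 DEGs, of which more were higher (432) than lower (296). With median centring 65 were higher and 73 lower, and with the correction for gene length and GC content 68 and 66. The largest falls in Ep2 were those of the microRNA gene Mir3091, Ankle1, and the pseudogene Gm6091. Mir3091 held 0 to 2 fragments in the Ep2 libraries and was at least 3.10-fold lower than in Ctrl. Ankle1 (ENSMUSG00000046295, chromosome 8, 71406010 to 71409904), which encodes an endonuclease, fell from 9.23 ± 0.350 FPKM in Ctrl to 1.38 ± 0.186 in Ep2 (SD, n = 3 each; log2 fold change -2.11, adjusted p = 9.52e-07 in limma). Gm6091, whose reads could not be told from those of related copies here, changed by -2.05 (adjusted p = 0.00261). The largest rises were those of Cd68 (ENSMUSG00000018774, log2 fold change 1.77, adjusted p = 2.17e-06), Atf3 (1.60, adjusted p = 0.0279), and Il11 (ENSMUSG00000004371, 1.58, adjusted p = 0.000177). The rise of Atf3 in Ep2 lost its adjusted p-value below 0.05 without a filter (0.051), with voom (0.17), and without Ep2 replicate 3 (0.0991). The Ep2 libraries all lay on one side of the Ctrl libraries for these 6 genes.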

Herein, all the DEGs were uploaded to the STRING website, and 267 interaction nodes were obtained for further analysis. As shown in **Figure 3A**, we found that three major gene clusters were identified, which can be attributed to DNA repair and cell cycle based on GO analysis. In the largest gene cluster, top-ranked 15 genes (**Figure 3B**) were identified based on the degree nodes and relative biological functions were presented in **Table 1**. A total of 14 enriched genes could be attributed to the cellular mitosis process (*CDK1*, *CDC20*, *MCM5*, *MCM7*, *MCM4*, *CCNA2*, *AURKB*, *KIF2C*, *ESPL1*, *BUB1B*) and DNA replication (*POLE2*, *PLOE*, *CDC45*, *CDC6*).

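All 15 hub genes were lower in Ep2 than in Ctrl, each with an adjusted p-value below 0.05 in limma and with all 3 Ep2 libraries under all 3 Ctrl libraries, and this number stayed at 15 in every alternative fit. Their log2 fold changes ranged from -1.31 to -0.38, and 12 of the 15 genes were DEGs. Cdk1, Pole, Mcm4, Pole2, and Cdc45 changed by less than 1 on the log2 scale. Kif2c (ENSMUSG00000028678, chromosome 4, 117159639 to 117182639) changed most, from 20.8 ± 0.794 FPKM in Ctrl to 7.81 ± 0.585 in Ep2 (SD, n = 3 each; SE of the log2 fold change 0.065, adjusted p = 2.17e-06). Cdc20 (ENSMUSG00000006398, chromosome 4, 118432901 to 118437352), the most abundant of the 15 genes, fell from 137 ± 6.68 to 62.3 ± 4.97 FPKM (log2 fold change -1.13, adjusted p = 5.91e-06). Cdk1 (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) fell from 49.5 ± 1.02 to 30.5 ± 1.18 FPKM (log2 fold change -0.68, SE 0.053, adjusted p = 1.28e-05). Of the DNA replication genes, Cdc6 (ENSMUSG00000017499) had a log2 fold change of -1.23 (SE 0.094, adjusted p = 1.18e-05) and Pole (ENSMUSG00000007080) of -0.98 (SE 0.075, adjusted p = 1.16e-05). The remaining 7 genes with a fall above 0.6 had adjusted p-values between 1.84e-06 and 2.2e-05. In Ep1, the largest absolute log2 fold change among the 15 genes was that of Kif2c, -0.26 (adjusted p = 0.0354).

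**Figure D1:**
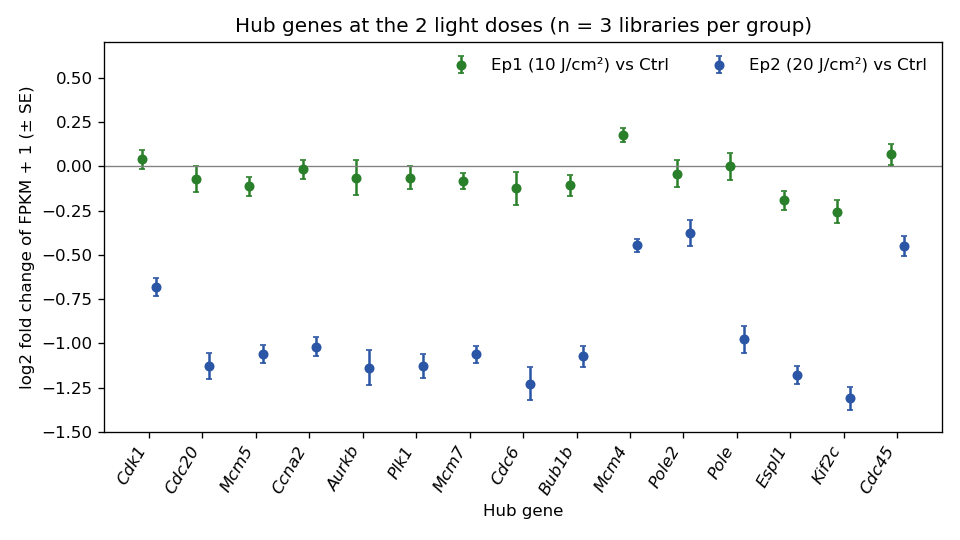
Log2 fold change of FPKM + 1 (vertical axis) of the 15 hub genes (horizontal axis) in Ep1 and Ep2 compared to Ctrl, with 3 libraries per group; points are the fitted values and bars their standard errors. The Ep2 points lie between -1.31 and -0.38, and the Ep1 points between -0.26 and 0.18.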

**Figure 3:**
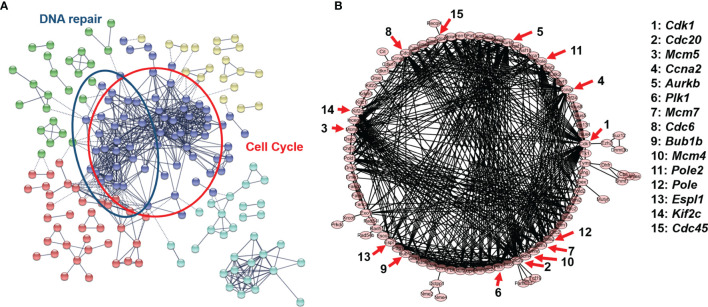
**(A)** Protein-protein interaction network of B.END3 cells with PDT intervention (p-adj<0.05 and |log_2_FoldChange|>1.0). **(B)** Sub-network of cell cycle-related genes and 15-top genes.

**Table 1:** Biological functions of hub genes in cell cycle-related gene network.

Gene	Biological Function	Gene	Biological Function
CDK1 (DOWN)	Essential for G1/S and G2/M phase transitions of eukaryotic cell cycle	BUB1B (DOWN)	Play a role in the inhibition of the anaphase-promoting complex/cyclosome (APC/C), delaying the onset of anaphase and ensuring proper chromosome segregation
CDC20 (DOWN)	Required for two microtubule-dependent processes, nuclear movement prior to anaphase and chromosome separation	MCM4 (UP)	Essential for the initiation of eukaryotic genome replication
MCM5 (DOWN)	Upregulated in the transition from G0 to G1/S phase of the cell cycle and may actively participate in cell cycle regulation	POLE2 (UP)	Involved in DNA repair and replication
CCNA2 (DOWN)	This protein binds and activates cyclin-dependent kinase 2 and promotes transition through G1/S and G2/M	POLE (DWON)	Involved in DNA repair and chromosomal DNA replication
AURKB (DOWN)	These kinases participate in the regulation of alignment and segregation of chromosomes during mitosis and meiosis by association with microtubules	ESPL1 (DWON)	Stable cohesion between sister chromatids before anaphase and their timely separation during anaphase are critical for chromosome inheritance
PLK1 (DOWN)	Ser/Thr protein kinase and depletion of this protein in cancer cells dramatically inhibited cell proliferation and induced apoptosis	KIF2C (DOWN)	Functions as a microtubule-dependent molecular motor
MCM7 (DOWN)	Essential for the initiation of eukaryotic genome replication	CDC45 (UP)	Essential protein required for the initiation of DNA replication
CDC6 (DOWN)	Essential for the initiation of DNA replication		

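Mcm4, Pole2, and Cdc45, which encode a subunit of the replicative helicase, a subunit of DNA polymerase epsilon, and a replication initiation factor, had lower values in Ep2 than in Ctrl. Mcm4 (ENSMUSG00000022673, chromosome 16, 15623897 to 15637400) had 84.1 ± 2.30 FPKM in Ctrl, 95.3 ± 2.17 in Ep1, and 61.4 ± 1.34 in Ep2 (SD, n = 3 each). Its log2 fold change was 0.18 in Ep1 (adjusted p = 0.0218 in limma) and -0.45 in Ep2 (adjusted p = 1.95e-05). The rise in Ep1 lost its adjusted p-value below 0.05 after the correction for gene length and GC content (0.106) and in 5 of the 6 fits that left out one library (up to 0.0913). Pole2 (ENSMUSG00000020974, chromosome 12, 69201773 to 69228195) had 5.96 ± 0.390 FPKM in Ctrl, 5.76 ± 0.285 in Ep1, and 4.37 ± 0.489 in Ep2, a log2 fold change of -0.38 in Ep2 (SE 0.074, adjusted p = 0.00219). Cdc45 (ENSMUSG00000000028, chromosome 16, 18780447 to 18811987) had 17.6 ± 0.529 FPKM in Ctrl, 18.5 ± 1.10 in Ep1, and 12.6 ± 0.718 in Ep2, a log2 fold change of -0.45 in Ep2 (SE 0.057, adjusted p = 0.000161).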

DOWN, labeled gene is down-regulated; UP, labeled gene is up-regulated.

For cellular mitosis process-related hub genes, these genes can be attributed to E2F targeted genes and cell cycle pathways. To our knowledge, PDT can up-regulated intracellular ROS levels and induced oxidative stress to further regulate down-stream pathways (36). Higher levels of ROS can activate canonical MAPK pathway, and further regulate E2F-mediated gene transcription by p38/COX2/TGFβ/Rb pathway (37). 

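Gene sets were tested with camera, a test in limma that compares the genes of a set with all other tested genes under a preset inter-gene correlation of 0.01, over 623 mouse Reactome sets of 15 to 500 tested genes. Between Ep2 and Ctrl, 283 sets had an adjusted p-value below 0.05. Of the alternatives run, fry, another set test in limma, moved this count most, to 544 sets that include all 283. Correlations estimated from the data were not used for the Reactome sets. Splits of the 6 libraries that mix Ctrl with Ep2 also gave 34 to 205 sets with camera. The set "E2F mediated regulation of DNA replication", which was singled out after its values were seen, held 28 tested genes with a median log2 fold change of -0.51 in Ep2 (camera, adjusted p = 9.96e-08). E2f1 itself (ENSMUSG00000027490, chromosome 2, 154559407 to 154569892) had 26.5 ± 0.717 FPKM in Ctrl and 18.5 ± 1.36 in Ep2 (SD, n = 3 each), a log2 fold change of -0.50 (adjusted p = 0.000174 in limma, lower in 3 of 3 libraries).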

Enrichment results implied that PDT process may participate into regulation of E2F-mediated gene transcription and further regulate expression of down-stream genes. For these genes, *CDK1* is significantly up-regulated after the H_2_O_2_-induced oxidative stress by inactivating the PI3K/AKT signaling (38); *CCNA2, CDC45*, and *MCM4* are downstream genes of cyclin-dependent kinase inhibitor p16 in D-galactose-induced aging in mice (39); *BUB1B* is involved in cell division and induces the vulnerability for oxidative stress (40); *PLK1*, as the serine/threonine-protein kinase gene, also plays a major role in chromosomal instability (41) and cell cycle progression (42). These hub genes indicated that low-dose PDT intervention induces may participate into regulation of cell cycle-related pathways.

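As a set, the 15 hub genes had a median log2 fold change of -1.06 in Ep2 compared to Ctrl (camera, adjusted p = 1.01e-09 over the lists taken from the paper; fry, adjusted p = 7.41e-07). With the inter-gene correlation estimated from the data (0.366) in place of the preset one, the list did not pass (adjusted p = 0.0731). Between Ep2 and Ep1 the median was -0.98 (camera, adjusted p = 1.86e-11), and between Ep1 and Ctrl it was -0.07 (camera, adjusted p = 0.283). Adjusted over the list alone, 15 genes passed in Ep2 and 3 in Ep1, the same counts as over all tested genes. The hub genes were chosen from these libraries, so these counts are not independent evidence.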

### Impact of Photodynamic Intervention on Transcription Factors

Before further functional analysis, we explored the transcription factors of the DEGs using TRRUST database. 

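Sp1 (ENSMUSG00000001280, chromosome 15, 102406143 to 102436404) had 17.7 ± 0.233 FPKM in Ctrl and 17.8 ± 1.32 in Ep2 (SD, n = 3 each), a log2 fold change of 0.01 (adjusted p = 0.938 in limma), whose sign changed between fits. In Ep1 it had 21.4 ± 1.27 FPKM, a log2 fold change of 0.26 (adjusted p = 0.0287).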

As shown in **Figure 4A**, the top 3 transcription factors of these DEGs are E2F1, TP53, and SP1. By overlapping gene sets based on transcription factors, we can find that several genes are identified as shown in **Figure 4B**. 

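The DEGs drawn as targets of E2F1 and SP1 in Fig. 4B were looked up in the same fit. The 17 targets of E2F1 had a median log2 fold change of -1.13 in Ep2 (camera, adjusted p = 1.33e-09 over the lists taken from the paper), with 16 genes lower and 1 higher, Thbs1 (1.15, adjusted p = 7.21e-05). Of the 25 targets of SP1, 19 passed the filter, 13 of them lower and 6 higher, with a median of -1.02 (camera, adjusted p = 0.00413). All of these tested genes had an adjusted p-value below 0.05 over all genes and also adjusted over the list alone, which is not independent evidence, since the paper drew the lists from its DEGs in these libraries. Both lists also passed with fry (adjusted p = 2.53e-07 for E2F1 and 1.76e-07 for SP1), but neither did with estimated inter-gene correlations (adjusted p = 0.0731 for each).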

TP53 is one of the critical transcription factors to regulate the expression of ATP binding cassette (ABC) transporter-related genes and further modulate cerebrovascular functions (43). To corroborate the effect of PDT on p53 activity, an immunostaining assay was performed in B.END3 cell line after PDT. As shown in **Figure 4C**, fluorescent staining shows that ROS can significantly promote the nuclear translocation of p53 protein to the nucleus, implying that TP53 plays an essential role in affecting the gene expression of DEGs.

**Figure 4:**
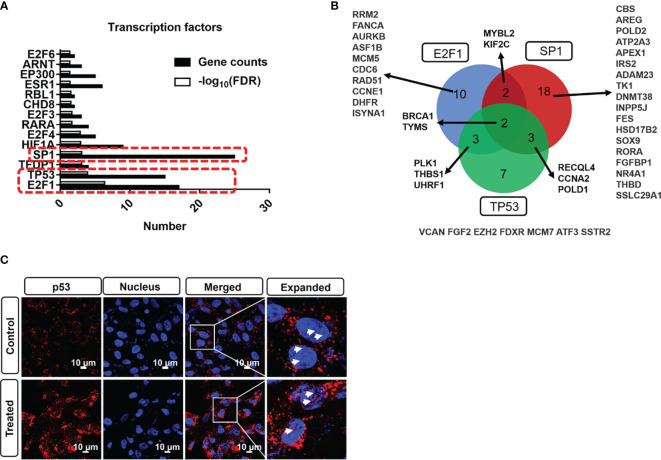
**(A)** Transcription factor profile of DEGs with photodynamic intervention (dose 20 J/cm^2^) using TRRUST database. **(B)** DEGs overlap among E2F1, SP1, and TP53 transcription factors. **(C)** Immunostaining of p53 nuclear translation after photodynamic intervention (20 J/cm^2^). Scale bar is 10 μm.

### Functional Analysis of DEGs

To explore the effect of PDT on biological processes, gene ontology (GO) analysis of DEGs was employed. GO analysis of DEGs can provide the scope of molecular mechanism affected by external stimulus, especially for identifying specific pathway to explain how to affect molecular network. Among these GO analysis tools, GO:profiler is a robust tool for functional enrichment analysis using DEGs (44). Herein, we employed go:profiler for GO analysis and obtained the most affected annotations of DEGs in various groups.

For DEGs in Ep1 group compared to control group, the top 15 enriched annotations are listed in **Figure S1**, wherein the cutoff of FDR q-value was set as 0.05. Among these annotations, cellular response-related, endogenous stimulus-related, and vasculature development-related annotations (labeled by red square) are highlighted. These annotations could be attributed to the chemical stimulus, which might originate from ROS stimulus by photodynamic photosensitizer. Among these annotations, oxidative stress might be the major pathway for PDT response due to higher levels of intracellular ROS. 

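GO terms were not tested here; instead, 14 short gene lists were tested with camera. In Ep1 compared to Ctrl, 3 lists were higher and 2 lower at an adjusted p-value below 0.05. The alternative that moved this count most was camera with estimated inter-gene correlations, under which the number of lists was 0, with 1 list, the NRF2 target genes, at an unadjusted p below 0.05. Under fry, 2 lists held, the immediate early genes and the NRF2 target genes. The 22 tested immediate early genes, which respond to stimuli within minutes to hours, had a median log2 fold change of 0.53 (adjusted p = 2.9e-07), with 9 genes higher and 0 lower past the adjusted p-value over all genes (20 of the 22 log2 fold changes were positive) and 14 past it when adjusted over the list alone. Without Ep1 replicate 1 the median was 0.44. Of the 23 listed genes, 5 are also among the genes the paper selected from these libraries (Nr4a1, Nr4a2, Nr4a3, Fosb, and Atf3). The 14 genes of the unfolded protein response had a median of 0.17 (adjusted p = 0.0194), 3 of them higher past the threshold over all genes and 4 when adjusted over the list alone. Of 20 genes of endothelial junctions and identity, 7 passed the filter, with a median of 0.04 (adjusted p = 0.531).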

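Target genes of NRF2, the transcription factor of the oxidative stress response, were higher in Ep1 than in Ctrl. All 14 listed genes had a positive log2 fold change, with a median of 0.36 (camera, adjusted p = 2.9e-07), 8 of them past the adjusted p-value over all genes and 9 when adjusted over the list alone. Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589), which encodes heme oxygenase 1, had 21.3 ± 0.770 FPKM in Ctrl and 53.5 ± 4.97 in Ep1 (SD, n = 3 each), a log2 fold change of 1.29 (SE 0.17, adjusted p = 0.00823 in limma, higher in 3 of 3 libraries). Slc7a11 (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614), which encodes the cystine transporter, had 5.42 ± 0.341 and 11.5 ± 1.06 FPKM, a log2 fold change of 0.96 (SE 0.070, adjusted p = 0.00121, higher in 3 of 3 libraries). Hmox1 was singled out after its values were seen.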

To the best of our knowledge, oxidative stress is highly related to vascular diseases (45); for example, participating in nitric oxide pathway in atherosclerosis pathogenesis (46) and inducing inflammation in aging (47). These enriched annotations confirmed the potential damage of PDT intervention on the vessels.

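Of the DEGs in Ep2 compared to Ctrl, 387 (36.0%) were higher and 688 were lower. This balance differed between fits. With each library centred on its median, 494 DEGs were higher and 551 lower. Median centring balances the numbers by itself, so it does not decide whether the scale of the values contributes. After the correction for gene length and GC content, chosen after seeing the data, 492 were higher and 476 lower. The median log2 fold change of all tested genes was -0.03 on the authors' scale. With log2(FPKM + 0.1) in place of log2(FPKM + 1), 652 DEGs were higher and 964 lower.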

When the laser dosage of PDT intervention was increased to 20 J/cm^2^, number of differentially expressed genes were increased to 2976, and these genes could be divided into up- and down-regulated groups (**Figures 5A, B**), which would be utilized for further GO analysis. For up-regulated DEGs, the 15 top enriched GO annotations were annotated in **Figure 5A**, and many annotations about cellular biological functions were enriched. For example, actin cytoskeleton and cell migration-related annotations (i.e., positive regulation of cell migration, cell motility, and location). 

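Among the Reactome sets higher in Ep2 than in Ctrl (60 of the 283 sets past the adjusted p-value) were sets of the actin cytoskeleton and of cell migration, which were singled out after their values were seen. The 40 tested genes of "Regulation of actin dynamics for phagocytic cup formation" had a median log2 fold change of 0.19 (camera, adjusted p = 0.00654), and the 56 genes of "EPH-Ephrin signaling", which acts on cell position and migration, a median of 0.21 (adjusted p = 0.000489). Both held under fry (adjusted p = 0.000355 and 8.65e-05). Cnn2 (ENSMUSG00000004665, chromosome 10, 79988584 to 79996062), which encodes the actin-binding protein calponin 2, had 43.7 ± 0.810 FPKM in Ctrl and 105 ± 6.91 in Ep2 (SD, n = 3 each; log2 fold change 1.25, adjusted p = 2.9e-06 in limma, higher in 3 of 3 libraries).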

The migration or motility-related annotations are highly associated with cell skeleton that is regulated by assembly and disassembly of actin filaments (48). These enriched annotations are consistent with the immunostaining data (**Figure 1C**). Moreover, high migration of endothelial cells promotes angiogenesis in tumor tissue (49, 50) and participates in the vascularization process (51). These enriched annotations of up-regulated DEGs implied that PDT intervention might affect the biological functions of endothelial cell skeleton that need to be determined in the future.

**Figure 5:**
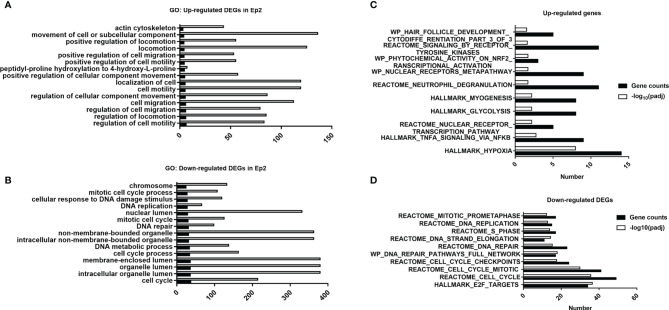
Functional analysis of DEGs in various groups. **(A)** Top 15 annotations of DEGs in the Ep1 group. **(B)** Top 15 annotations of up-regulated DEGs in the Ep2 group. **(C)** Top 15 annotations of down-regulated DEGs in the Ep2 group. **(C)** Computed overlaps between the up-regulated DEGs and MSigDB gene sets. **(D)** Computed overlaps between down-regulated DEGs and MSigDB gene sets. The threshold value considered as the significant difference is p < 0.05 and FDR q-value < 0.05.

For down-regulated DEGs, cell cycle-related annotations (for instance, mitotic cell cycle process, DNA replication, and DNA repair) can be obtained as shown in **Figure 5B**. The down-regulation of these biological pathways indicated that the cell cycle of endothelial cells may be suppressed and cause damage to cellular mitosis process. Moreover, the enrichment of chromosome, DNA repair, and DNA metabolic process confirmed that the PDT process damaged the DNA. 

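Genes that rise in S phase and in G2/M were tested as 2 of the lists. In Ep2 compared to Ctrl, all 43 S phase genes had a negative log2 fold change, with a median of -0.71 (camera, adjusted p = 2.59e-17), and 41 of them were lower past the adjusted p-value over all genes (42 when adjusted over the list alone). The 54 G2/M genes had a median of -0.64 (adjusted p = 4.84e-18), with 51 genes lower and 1 higher, Gas2l3 (0.26, adjusted p = 0.00259). Of these lists, 9 S phase genes and 4 G2/M genes are also among the genes the paper selected from these libraries. Pimreg (ENSMUSG00000020808), a G2/M gene, changed from 62.0 ± 2.58 to 23.4 ± 1.53 FPKM (SD, n = 3 each; log2 fold change -1.37, adjusted p = 1.49e-06 in limma). Across all lists in Ep2, 9 of 14 passed with camera and 12 with fry, which included both cell cycle lists, while with estimated inter-gene correlations the adjusted p-value of both was 0.162. Between Ep2 and Ep1, the medians were -0.77 for S phase and -0.65 for G2/M (camera, adjusted p = 5.57e-21 and 2.24e-24). In Ep1 compared to Ctrl, neither list passed (adjusted p = 0.818 and 0.105). The G2/M genes had a median of 0.04 there, opposite to Ep2, and without Ep1 replicate 1 this list passed as a rise (median 0.08, adjusted p = 0.00056).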

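The 130 tested genes of the Reactome set "DNA Repair" had a median log2 fold change of -0.30 in Ep2 compared to Ctrl (camera, adjusted p = 4.31e-07; fry, adjusted p = 1.75e-06) and of -0.26 compared to Ep1 (camera, adjusted p = 1.06e-08). In Ep1 compared to Ctrl the median was -0.03 (adjusted p = 0.867). The 36 genes of "Activation of ATR in response to replication stress", which share members with the replication sets and were singled out after their values were seen, had a median of -0.47 in Ep2 (adjusted p = 4.99e-09), and the 64 genes of "Chromosome Maintenance" a median of -0.39 (adjusted p = 2.77e-08).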

The suppression of organelle-related annotations (non-membrane-bounded organelle, lumen-related annotations) indicated that PDT might damage nucleoplasm. However, we did not observe any significant impact of PDT on cell apoptosis (**Figure 1A**). All the enriched GO terms are related to the translation process and cell cycle. 

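Genes of the cytosolic ribosome and of mitochondrial translation were lower in Ep2 than in Ctrl. The 83 tested ribosomal protein genes had a median log2 fold change of -0.18 (camera, adjusted p = 0.000753), with 42 genes lower and 3 higher past the adjusted p-value over all genes and 45 past it when adjusted over the list alone. After the correction for gene length and GC content, chosen after seeing the data, the adjusted p-value of this list was 0.0799. Rpl23a (ENSMUSG00000058546) had, against the direction of the list, a log2 fold change of 0.25 (adjusted p = 0.00156 in limma). The 86 genes of the Reactome set "Mitochondrial translation", which was singled out after its values were seen, had a median of -0.33 (camera, adjusted p = 4.99e-09; fry, adjusted p = 0.000103). The genes of respiratory complex I had a median of -0.32 (camera, adjusted p = 1.85e-05), with 25 of 36 genes lower and 0 higher past the adjusted p-value over all genes and 26 past it when adjusted over the list alone. Among them, Ndufb10 (log2 fold change -0.63, adjusted p = 2.2e-05) changed and Ndufv3 (0.14, adjusted p = 0.256) did not change detectably.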

As reported previously, photodynamic therapy induces cellular autophagy to prevent cellular apoptosis (23). These findings implied that PDT might activate cellular autophagy against the exogenous stimulus.

### GSEA Analysis

GO and PPI analysis of DEGs could predict the potential impact on the cellular biological processes. However, it is difficult to identify the attribution of PDT to specific pathways. Conversely, GSEA, which ranked all genes based on the expression level, can be employed to evaluate roles of DEGs on targeted pathways (52). Herein, we employed GSEA to identify critical pathways affected by PDT, including Hallmark, KEGG, Wikipathways, and PID pathway gene sets.

Before the GSEA scoring analysis, we firstly analyzed the overlaps between DEGs and pathway gene sets, which can be divided into up- and down-regulated DEGs, and top 10 ranked pathways are listed in **Figures 5C, D**. For up-regulated DEGs, the top 10 ranked pathways were Hallmark_hypoxia, Hallmark_TNFA_signaling_*via*_NFKB, Reactome_nuclear_receptor_trascritpion_pathway, Hallmark_glycolysis, Hallmark_myogenesis, Reactome_neutrophil_degranulation, WP_nuclear_receptor_metapathway, WP_phyochemical_activity_on_nrf2_transcription_activation, Reactome_signaling_by_receptor_tyrosine_kinases, and WP_hair_follicle_development_cytodiffe_rentiation_part_3_of_3. 

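Hallmark and WikiPathways sets were not analysed here. For the 54 DEGs higher in Ep2 at an absolute log2 fold change above 1, of which 14 belong to any Reactome set, the number of sets past an adjusted p-value of 0.05 was 0 in one-sided Fisher's exact tests against the 3789 tested genes of Reactome, and 3 sets had an unadjusted p below 0.05. The set "Nuclear Receptor transcription pathway" held 2 of these DEGs against 0.09 by chance (Fisher's exact test, p = 0.00334, adjusted p = 1). With camera, its 24 tested genes had a median log2 fold change of 0.01 (adjusted p = 0.523), while under fry its adjusted p-value was 0.0411.

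Target genes of the hypoxia-inducible factor (HIF) were higher in Ep2 than in Ctrl, with a median log2 fold change of 0.50 over 17 tested genes (camera, adjusted p = 2.4e-05), 14 of them higher past the adjusted p-value over all genes and also adjusted over the list alone. Car9 (ENSMUSG00000028463) rose from 1.83 ± 0.182 to 4.39 ± 0.320 FPKM (SD, n = 3 each; log2 fold change 0.93, adjusted p = 5.48e-05 in limma), and Ldha (ENSMUSG00000063229) did not change detectably (-0.06, adjusted p = 0.321). The NRF2 target genes had a median of 0.60 in Ep2 (camera, adjusted p = 0.000444), with 10 genes higher and 2 lower past the adjusted p-value over all genes and 12 past it when adjusted over the list alone. Slc7a11 reached 16.4 ± 0.705 FPKM in Ep2 (log2 fold change 1.44, adjusted p = 2.17e-06), whereas G6pdx (ENSMUSG00000031400) changed by -0.46 (adjusted p = 0.000101).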

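For the 87 DEGs lower in Ep2 at an absolute log2 fold change above 1, of which 30 belong to any Reactome set, 41 sets had an adjusted p-value below 0.05 in the same Fisher's exact tests. With the DEGs of the fit centred on each library's median, which was chosen after seeing the data, the number was 19, and without Ep2 replicate 1 it was 22. "Cell Cycle, Mitotic" held 18 of these DEGs against 3.02 by chance (adjusted p = 1.37e-08), and "Cell Cycle" held 18 against 3.55 (adjusted p = 1.03e-07). "DNA strand elongation" held 6 against 0.25 (adjusted p = 2.37e-05), "DNA Replication" 7 against 0.78 and "Mitotic Prometaphase" 7 against 0.79 (adjusted p = 0.000696 for both), and "S Phase" 7 against 0.92 (adjusted p = 0.00124). "Cell Cycle Checkpoints" held 5 against 0.97 (adjusted p = 0.0415), and "DNA Repair" held 4 against 1.03 (adjusted p = 0.177).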

For down-regulated DEGs, top 10 ranked pathways were Hall_E2F_targets, Reactme_cell_cycle, Reactome_cll_cycle_mitotic, Reactome_cell_cycle_checkpoints, WP_DNA_repair_pathways_full_network, Reactome_DNA_repair, Reactome_DNA_strand_elongation, Reactome_S_phase, Reactome_DNA_replication and Reactome_mitotic_prometaphase. These results suggested that major pathways affected by PDT may focus on inflammation response and cell cycle regulation, which is consistent with GO analysis.

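Of the Reactome sets of immune signaling, which were singled out after their values were seen, "Signaling by Interleukins" had a median log2 fold change of 0.12 in Ep2 over 78 tested genes (camera, adjusted p = 0.0046) and "Cytokine Signaling in Immune system" of 0.08 over 149 genes (adjusted p = 0.00867). Of the 283 sets past the adjusted p-value in Ep2, 223 were lower. From the inflammation-related sets among the higher DEGs and the cell cycle-related sets among the lower DEGs, the paper proposes that PDT acts mainly on the inflammation response and on cell cycle regulation.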

To address the status of critical pathways after PDT treatment, GSEA plots were performed using Hallmark, KEGG, Wikipathways, and PID pathway gene sets (Normalized enriched score, |NES|>1.0 and NOM p-value < 0.05 and FDR q-value <0.05). However, we did not obtain any GSEA terms in Ep1 group compared to control group. 

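The Hallmark, KEGG, WikiPathways, and PID sets were not analysed here. With camera over the Reactome sets, 10 sets had an adjusted p-value below 0.05 in Ep1 compared to Ctrl, 9 lower and 1 higher. The number was 64 under fry, 53 higher and 11 lower, with 1 of the 10 sets among them. Without Ep1 replicate 1 it was 4, 2 higher and 2 lower, with 2 of the 10 sets among them. The lower sets belong to the respiratory chain and to translation, such as "Respiratory electron transport" (66 tested genes, median log2 fold change -0.11, adjusted p = 0.000417) and "Peptide chain elongation" (95 genes, median -0.11, adjusted p = 0.00336). The higher set was "CD209 DC-SIGN signaling" (15 genes, median 0.15, adjusted p = 0.0226). After the correction for gene length and GC content 4 sets remained, the higher set and the 3 lower sets of the respiratory chain (adjusted p = 0.00227 for "Respiratory electron transport"), while the 6 other lower sets did not pass (0.277 to 0.3; "Peptide chain elongation" 0.277). Of the short lists, the genes of respiratory complex I had a median of -0.16 in Ep1 (36 genes, camera, adjusted p = 3.98e-06), with 7 genes lower past the adjusted p-value over all genes and 9 when adjusted over the list alone, and the ribosomal protein genes a median of -0.11 (adjusted p = 9.54e-06), with 13 genes lower and 2 higher over all genes and 21 past it when adjusted over the list alone. Neither of these lists held under fry (adjusted p = 0.0766 and 0.15).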

Subsequently, only GSEA results of Ep2 group compared to control group were analyzed. As shown in **Figure 6**, only 8 pathways are significantly up-regulated (NES>1.0): coagulation, complement, UV response, inflammatory response, protein secretion, hypoxia, KRAS, and TNFA signaling *via* NFKB. 

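Of the short lists, ERK feedback genes, which follow the activity of the ERK cascade, had a median log2 fold change of 0.22 in Ep2 compared to Ctrl over 13 tested genes, which did not pass (camera, adjusted p = 0.115). They did pass under fry (0.0342) and after the correction for gene length and GC content (0.0381). Among them 7 genes were higher and 3 lower past the adjusted p-value over all genes, with Spred1 (ENSMUSG00000027351) at 0.45 (adjusted p = 4.73e-05 in limma) and Etv4 (ENSMUSG00000017724) at -0.42 (adjusted p = 0.000232). Immediate early genes had a median of 0.44 in Ep2 (camera, adjusted p = 0.00174), 10 of them higher and 2 lower, with Klf10 (ENSMUSG00000037465) at 0.48 (adjusted p = 2.23e-05) and Ier2 (ENSMUSG00000053560) at -0.21 (adjusted p = 0.00528). The sign of the change in Ier2 reversed after the correction for gene length and GC content. The genes of the unfolded protein response had a median of 0.46 (camera, adjusted p = 0.00305), which was 0.25 without Ep2 replicate 1, with Atf4 (ENSMUSG00000042406) at 0.45 (adjusted p = 5.86e-05) and Sdf2l1 (ENSMUSG00000022769) at -0.23 (adjusted p = 0.361).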

The activation of *KRAS signaling* in endothelial cells induces ERK activity and promotes the expression of angiogenesis and notch signaling, which enhances the cell migration (53). *Coagulation* term means regulation of the blood coagulation system, which is also related to platelets (54). *Hypoxia* is always up-regulated and under low oxygen conditions. *Complement*, *inflammatory response*, and *TNFA signaling via NF-κB* is the major immunological response for the exogenous stimulus that is related to the vasculature disease (55). As above-mentioned assays, expression levels of several transporter-related genes were significantly down-regulated, except *ABCC4*. As previous reported, inflammation response can suppress the expression of ABC-related transporters through affecting Toll-like receptors (56). Moreover, inflammation-related stimulus can promote the expression of MRP4 (*ABCC4*) through ROS/NF-κB pathway (57). Moreover, NES value of 48 GSEA terms was less than -1.0, which implied the down-regulation of these pathways, and these annotations were highly associated with cell cycle process. 

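Tested with camera over all genes, the cell cycle sets of Reactome were lower in Ep2 than in Ctrl. "DNA strand elongation" had a median log2 fold change of -0.74 over 32 tested genes (adjusted p = 2.65e-12), "Mitotic Prometaphase" of -0.44 over 100 genes (adjusted p = 8.7e-09), and "DNA Replication" of -0.37 over 98 genes (adjusted p = 1.54e-09). "Cell Cycle, Mitotic" had a median of -0.33 over 382 genes (adjusted p = 3.2e-09), and "Cell Cycle" and "S Phase" both had a median of -0.28 over 448 and 116 genes (adjusted p = 2.77e-08 and 4.88e-08). "Cell Cycle Checkpoints" had a median of -0.26 over 123 genes (adjusted p = 2.5e-06). Each of these sets also passed under fry and after the correction for gene length and GC content. They were not tested with estimated inter-gene correlations. In Ep1 compared to Ctrl, their adjusted p-values lay between 0.146 and 0.99, and the direct comparison of Ep2 with Ep1 gave adjusted p-values between 2.92e-15 and 1.48e-09.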

As previous reported, ROS can regulate cell cycle by p38/ERK MAPK (58) or Cdc25C activity (59). As a result, these results indicated that PDT intervention can affect BBB function through inflammatory response, i.e. *TNFA signaling via NF-κB*.

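The 24 listed feedback and cytokine genes of NF-κB, none of which is among the genes the paper selected, had a median log2 fold change of -0.002 in Ep2 compared to Ctrl over the 19 that passed the filter (camera, adjusted p = 0.601; fry, p = 0.98). Past the adjusted p-value over all genes, 4 of them were higher and 2 were lower, and 6 passed when adjusted over the list alone. Sele (ENSMUSG00000026582), which encodes the adhesion molecule E-selectin, rose from 7.08 ± 0.466 to 13.6 ± 1.07 FPKM (SD, n = 3 each; log2 fold change 0.86, adjusted p = 2.97e-05 in limma). Nfkb2 (ENSMUSG00000025225), which encodes an NF-κB subunit, fell from 39.4 ± 1.16 to 26.7 ± 0.448 FPKM (log2 fold change -0.55, adjusted p = 9.68e-06). The Reactome set "FCERI mediated NF-kB activation", singled out after its values were seen, was higher in Ep2. Its 20 tested genes had a median of 0.16 (camera, adjusted p = 0.00925; fry, adjusted p = 0.000104).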

**Figure 6:**
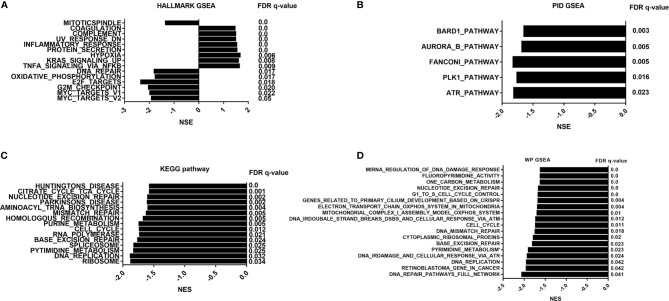
GSEA pathway analysis of B.END3 cells treated with PDT intervention. **(A)** Hallmark gene set analysis; **(B)** PID pathway gene set analysis; **(C)** KEGG pathway gene set analysis; **(D)** WikiPathways gene set analysis. The threshold value considered as the significant difference is P < 0.05, FDR q-value < 0.05, and |NES|>1.0.

To further determine whether PDT treatment can up-regulate *TNFA signaling via NF-κB* and *KRAS* pathways, we utilized qRT-PCR to examine expression levels of critical genes in these pathways. Firstly, we identified the critical genes by overlapping DEGs and pathway gene sets, i.e. *TNF-α signaling via NF-κB* and *KRAS* signaling pathways (**Figures 7A–H**), and these critical genes included *NR4A1, NR4A2, NR4A3, F2RL1, FOSB, IRS2, AREG, ATF3, GFPT2*, *ACE*, *SOX9*, and *IL33*. 

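Of these 12 genes, 9 passed the filter, and 8 of them had an adjusted p-value below 0.05 in Ep2 compared to Ctrl, each with all 3 Ep2 libraries above all Ctrl libraries. Irs2 (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458) rose from 2.56 ± 0.105 FPKM in Ctrl to 5.34 ± 0.181 in Ep2 (SD, n = 3 each; log2 fold change 0.83, SE 0.068, adjusted p = 1.63e-05 in limma) and by the same amount in Ep1 (0.83, adjusted p = 0.00191). Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) rose from 28.4 ± 1.86 to 58.6 ± 2.35 FPKM (log2 fold change 1.02, SE 0.089, adjusted p = 2.13e-05). F2rl1 (ENSMUSG00000021678) and Ace (ENSMUSG00000020681) rose in Ep2 (1.011, adjusted p = 4.47e-05, and 0.69, adjusted p = 0.00097) but not detectably in Ep1 (0.18, adjusted p = 0.254, and -0.01, adjusted p = 0.983), and both differed between Ep2 and Ep1 (adjusted p = 0.000208 and 0.0013). Sox9 (ENSMUSG00000000567) rose from 3.79 ± 0.471 to 8.05 ± 0.105 FPKM (log2 fold change 0.92, adjusted p = 5.2e-05).

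Nr4a2 (ENSMUSG00000026826) had 1.56 ± 0.178 FPKM in Ctrl, 6.28 ± 3.33 in Ep1, and 5.86 ± 2.55 in Ep2, and Nr4a1 (ENSMUSG00000023034) had 4.53 ± 0.455, 14.5 ± 5.72, and 11.9 ± 4.76. Their log2 fold changes in Ep2 were 1.36 (adjusted p = 0.0106) and 1.17 (adjusted p = 0.0121), and in Ep1 1.42 (adjusted p = 0.0378) and 1.43 (adjusted p = 0.0269). Without Ctrl replicate 2, the adjusted p-values in Ep1 rose to 0.114 and 0.0918. Fosb (ENSMUSG00000003545) had 0.856 ± 0.0209, 5.50 ± 4.69, and 2.16 ± 1.28 FPKM, and its log2 fold change of 0.70 in Ep2 did not pass (adjusted p = 0.239). The spread of Nr4a1, Nr4a2, Fosb, and Atf3 between treated libraries was wide, and Ep1 replicate 1 held the highest Ep1 value of each. Nr4a3 (ENSMUSG00000028341; 0.0231 ± 0.0179 FPKM in Ctrl and 0.561 ± 0.549 in Ep2), Gfpt2 (ENSMUSG00000020363; 0.167 ± 0.0664 and 0.396 ± 0.0445), and Il33 (ENSMUSG00000024810; 0.411 ± 0.0807 and 0.915 ± 0.0547) lay under the filter and were not tested, with all Ep2 libraries above all Ctrl libraries.

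As a set, the 7 tested genes of the TNFA overlap had a median log2 fold change of 1.02 in Ep2 (camera, adjusted p = 0.000843; fry, adjusted p = 0.00046) and of 1.42 in Ep1 (camera, adjusted p = 5.15e-06), and no difference between the doses was detected (camera, adjusted p = 0.584). With an estimated inter-gene correlation neither result passed (adjusted p = 0.18 in Ep2 and 0.537 in Ep1). Adjusted over the list alone, 6 of these genes passed in Ep2, which is not independent evidence, since the paper chose the list from these libraries.

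**Figure D2:**
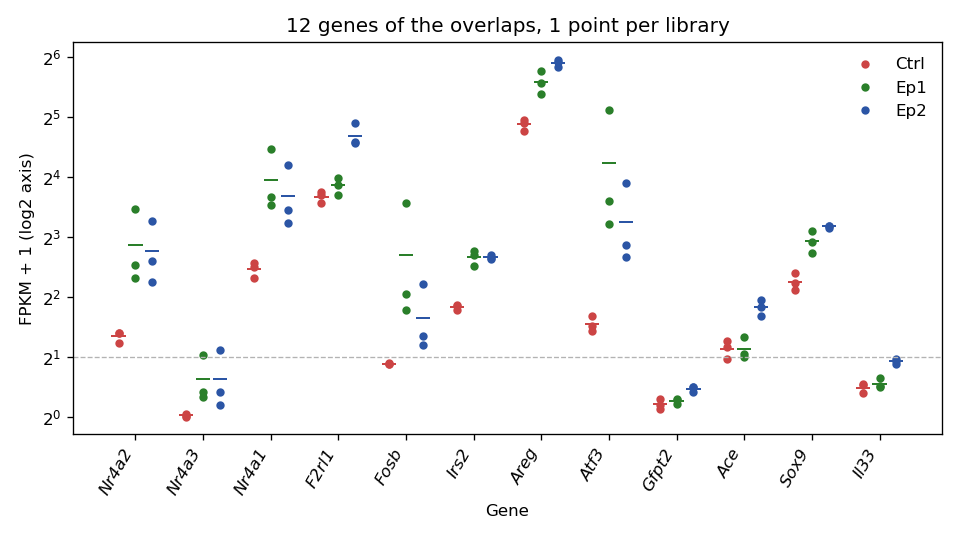
FPKM + 1 (vertical axis, log2 scale) of the 12 genes (horizontal axis), with 1 point per library, 3 libraries in each of Ctrl, Ep1, and Ep2, and a short line at the mean of each group; the dashed line marks an FPKM of 1. The Ctrl points of Nr4a3, Fosb, Gfpt2, and Il33 lie under this line, and the Ep1 points of Atf3 and Fosb spread most.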

The qRT-PCR assays confirmed the up-regulation of *NR4A1, NR4A2, NR4A3, IRS2, AREG, GFPT2, ACE, SOX9*, and *IL33*, respectively. These results demonstrated that *TNF-α/NF-κB* and *KRAS* pathways were substantially up-regulated after PDT intervention.

**Figure 7:**
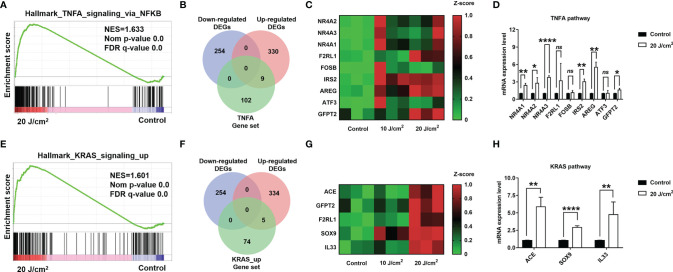
**(A)** Enrichment score profile of enriched pathway, TNFA_signaling_*via*_NFKB. **(B)** Venn diagram of overlapped genes among DEGs and leading edge gene set. **(C)** Heatmap of overlapped gene expression level. **(D)** Quantification for mRNA levels of DEGs in TNF-α/NF-κB pathway (dose 20 J/cm^2^). **(E)** Enrichment score profile of enriched pathway, KRAS_signaling_up. **(F)** Venn diagram of overlapped genes among DEGs and leading-edge gene set. **(G)** Heatmap of overlapped gene expression level. **(H)** Quantification for mRNA levels of DEGs in KRAS_signaling_up pathway (dose 20 J/cm^2^). *p<0.05; **p<0.01; ****p<0.0001; ns, no significance.

## Conclusion

In summary, we built one approach of RNA sequencing to well-understand the effect of photodynamic intervention in cerebrovascular endothelial cells at cellular transcriptome level. These results provide essential information to elucidate the stimulus response of endothelial cells receiving PDT intervention, which might be associated with affecting the expression of BBB endothelial transporters by activating inflammatory response pathways and cell cycle-related pathways. This stimulus response is crucial for the normal cerebrovascular endothelial cells and to maintain BBB homeostasis. Thus, we speculated that the current study could guide the clinical application of PDT in nervous system diseases and further decrease the drawback of PDT intervention on nervous functions.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE172198.

## Author Contributions

YKH and TXL: Conceptualization, Methodology, Funding acquisition, Supervision. YYH: Investigation, Conceptualization, Methodology, Funding acquisition, Writing – original draft preparation, Resources. LD and HW: Investigation, Writing – original draft preparation, Writing – review & editing. SC and TYL: Methodology, Writing – review & editing, Resources.

## Funding

This study was supported by funding from Henan Province Excellent Young Talents Training Project (YXKC2020041) and the Key Scientific And Technological Project of Henan Province (202102310037).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Integrated Transcriptome Analysis Reveals the Impact of Photodynamic Therapy on Cerebrovascular Endothelial Cells
**Source:** Front Oncol. 2021 Nov 22;11:731414. doi: 10.3389/fonc.2021.731414
**Supplement:** Supplementary file 1

SI Table 1. Primer sequence used in this study

|  | Forward primer | Reverse primer |
| --- | --- | --- |
| ACE | TCCCAGTCCAGACAGTCTCC | CCAGGAAATTGACGCGGTTG |
| NR4A1 | CTGCGAAAGTTGGGGGAGT | CTTGAATACAGGGCATCTCCAG |
| NR4A2 | GAGCTGGAGCTGGGCTG | ACAAGGCATGGCTTCAGCA |
| NR4A3 | GGATGCCTGCGGAACCTC | CGCAGTGGGCTTTGGGTG |
| F2RL1 | GAGTAGGGCTCCGAGTTTCG | CTGTTGTTGCGTCCCGGTG |
| FOSB | CAGCTAAGTGCAGGAACCGT | ACTTGAACTTCACTCGGCCA |
| IRS2 | GAGACAAGAACTCCTGGAGCC | TAGCGCTTCACTCTTTCACG |
| AREG | GCTGAGGACAATGCAGGGTAA | AGTGACAACTGGGCATCTGG |
| ATF3 | AGCGAAGACTGGAGCAAAATG | CATCCGATGGCAGAGGTGTT |
| GFPT2 | CCACCATGTGCGGAATCTTT | CAACCCCCGCAGAGTCATAG |
| SOX9 | CACAAGAAAGACCACCCCGA | GGACCCTGAGATTGCCCAGA |
| IL33 | GGCAGAATCATCGAGAAAAGGC | TTTGCCGGGGAAATCTTGGA |
|  |  |  |
| SLC7A1 | GCTCTTTCCGCCAGTCTTCT | AAGAGGAAGGCCATCACAGC |
| SLC35B2 | CACAGGGCTCCAGGTGTC | TTAGCACCAGGAACTGCGAG |
| SLC2A3 | ATCCTTCCTGAGGACGTGGAG | TATCAGAGCTGGGGTGACCTTC |
| SLC35F6 | CACGCTCTCGGCAAAATGG | TACGCTGGAGTCTGATTGCC |
| ABCC1 | GGTGGACGAGAACCAGAAGG | TCAAGTACGTGGTGACCTGC |
| SLC22A18 | CTGCAAAGGCAGGCAAGG | GAGAGATCCAAGCAGGAGGC |
| SLC12A9 | GTAGCCGCAGCTGTCTTTTC | AAATGGGTTAGGTGACCCGC |
| SLC17A5 | AGCATTTCATATGCAGGAGCAC | TGTGTTTTTGTGGTGTGTCACT |
| ABCB7 | TCGAGCCTACCAGCAGATTC | TCAGTGGCCATACCTGGAGA |
| MRP4(ABCC4) | CGTGTTCTTCTGGTGGCTCA | CTCCTCTCCAAGGTGCTGTG |
| BCRP1(ABCC2) | GACTTATGTTCCACGGGCCT | GGCTCTATGATCTCTGTGGCTTT |
| ACTIN | CTACAATGAGCTGCGTGTGG | AAGGAAGGCTGGAAGAGTGC |

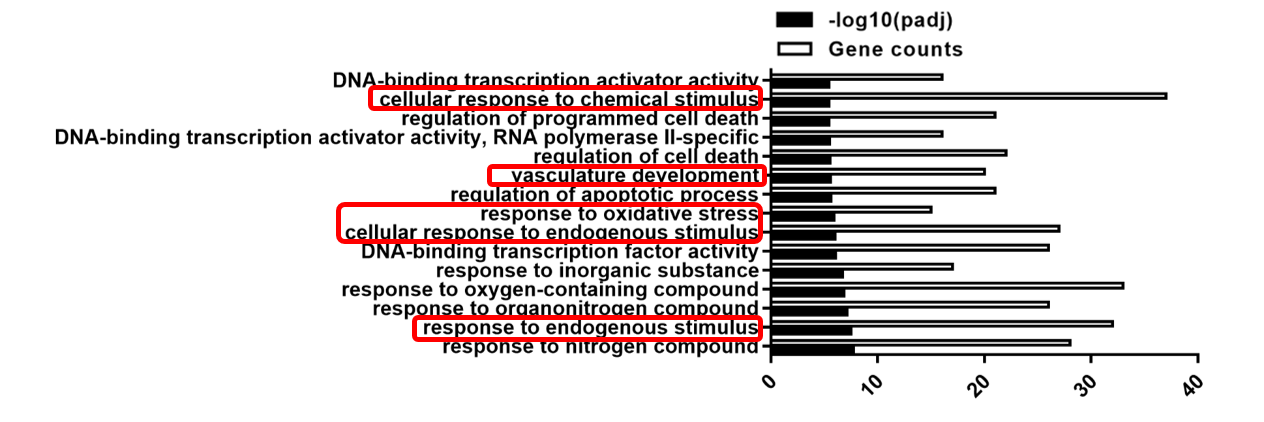

SI Figure S1. GO analysis of DEGs in Ep1 vs control groups. Here, we listed the top 15 annotations.

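Figure S1 ranks GO annotations of the DEGs between Ep1 and Ctrl, found with g:Profiler, which counts how many of the submitted genes carry an annotation and weighs their order in the list. Only annotated genes can add to such a ranking. Of the DEGs found here in Ep1, 47 (50.5%) are protein-coding genes, 26 are pseudogenes, and 15 are short RNAs or of other types. Among the DEGs in Ep2, 922 (85.8%) are protein-coding.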

How the deposited data were processed for this re-analysis (not part of the article)

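RNA sequencing covered 9 libraries of B.END3 cells, 3 each of control cells (Ctrl), cells at a light dose of 10 J/cm2 (Ep1), and cells at 20 J/cm2 (Ep2). Treated cells were incubated with 300 µg/mL porfimer sodium for 90 min and irradiated at 635 nm and 100 mW/cm2. The groups follow the names of the libraries. The authors aligned the reads to the mouse genome and gave one FPKM value, already normalized for gene length and library size, for each of 54532 genes in each library. The values of the 9 single-library tables equal those of the joint table. The paper's text names neither the aligner, nor the tool that counted the reads, nor the test behind its DEGs. The methods name GRCm39, while the listed coordinates overlap the GRCm38 positions for 99.9% of 36418 genes compared. Of the listed genes, 92.5% could be given a type from the GENCODE M39 annotation, and 207 gene names are shared by more than 1 identifier.

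FPKM multiplied by gene length was a whole multiple of one step per library to within 0.05 of a whole number, which gave the fragments on each gene. Totals per library lay between 16240688 and 19509225 fragments. A count of 0 allows up to 3 fragments, and the spread within a group exceeded counting noise, so the spread between libraries sets the precision of most values.

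The main comparisons used log2(FPKM + 1) of the 11727 genes with an FPKM of at least 1 in at least 3 libraries, one limma model with all libraries (lmFit, eBayes with trend and robust estimation, no covariate), and Benjamini-Hochberg adjustment within each of the comparisons Ep1 with Ctrl, Ep2 with Ctrl, and Ep2 with Ep1. DEGs had an adjusted p-value below 0.05 and an absolute log2 fold change above 0.6, or above 1 where stated. Sets were tested with camera at an inter-gene correlation of 0.01: the lists taken from the paper (among them hub genes, TNFA overlap genes, and targets of E2F1 and SP1), 14 lists of other pathways, and 623 of 1444 mouse Reactome sets with 15 to 500 tested genes. The 14 lists hold immediate early genes, NF-κB feedback and cytokine genes, ERK feedback genes, targets of HIF and of NRF2, heat shock genes, genes of the unfolded protein response, of cholesterol synthesis, of endothelial junctions and identity, of the cytosolic ribosome, and of respiratory complex I, S phase and G2/M genes from the Seurat package, and 1 further list. That list enters the counts of lists, and it and some genes and sets are not reported here. Of 7111 Reactome gene numbers, 97.5% matched a listed gene. The overlap of DEGs with Reactome sets was tested with one-sided Fisher's exact tests against tested genes of any set.

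The tests, the thresholds, the lists, and most alternatives were chosen before the data were examined. The alternatives were median centring, no filter, a stricter filter, a pseudocount of 0.1, a replicate block, and a fit of only the groups compared. Further ones were no minimum fold change and the omission of each replicate. Sets were also tested with fry, and the lists, but not the Reactome sets, with estimated correlations. Chosen after seeing the data were voom on the recovered fragments, with 14112 genes of at least 10 fragments in at least 3 libraries, a correction of each library for gene length and transcript GC content, some further alternatives for sets and for the agreement of both doses, and the adjustment of the set tests over the lists taken from the paper and over the lists of the closing section. Genes named in the text are those of the paper's lists, the genes with the largest rise and fall among DEGs whose libraries separated fully from Ctrl and whose mean was in the upper 75% of tested genes, and, for each list, the member with the smallest adjusted p-value with and against the direction of the list. Other names are marked as chosen after their values were seen.

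The procedure was tested on simulated data. The main test called 195 of 200 changed genes with 2 false calls. These genes were expressed in every Ctrl library and changed by clearly more than the threshold, with a spread taken from Ctrl. For 200 lists of unchanged genes, camera gave an unadjusted p below 0.05 for 1 list and fry for 20. Simulated genes varied independently, while the estimated inter-gene correlation of the real lists reached 0.749 (cholesterol synthesis genes). The simulation therefore does not tell how often camera passes lists of correlated genes. Software versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1, fgsea 1.28.0, and Seurat 5.3.0. Left out were the qRT-PCR, imaging, and flow cytometry data, and the GO, Hallmark, KEGG, PID, WikiPathways, TRRUST, and STRING resources, which were not used here.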

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

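The tests on gene length and GC content, on lysosomal genes, on heme synthesis, and on regrouped libraries were set before their results were seen, while the test on macrophage genes was chosen only after the result was seen. The genes named in this part do not occur in the paper.

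Alas1 differed between both doses and fell in Ep1, where the paper reports nothing on it. Its FPKM was 9.86 ± 0.273 in Ctrl, 3.10 ± 0.0954 in Ep1, and 5.84 ± 1.23 in Ep2 (SD, n = 3 each). The log2 fold change was -1.40 in Ep1 (adjusted p = 0.00121 in limma) and -0.68 in Ep2 (adjusted p = 0.000526), and the difference between Ep2 and Ep1 was 0.72 (adjusted p = 0.000561), with the Ep2 libraries all between those of Ctrl and Ep1. After the correction for gene length and GC content the log2 fold change in Ep1 was -1.38, which argues against these properties as the cause. A fall in the transcripts of the whole pathway would lower those of the other enzymes alike. The 7 other enzymes had a median of -0.11 in Ep1 (-0.21 to 0.07, camera, adjusted p = 0.288, and fry, adjusted p = 0.0725). This argues against a fall of the size of Alas1 in the transcripts of the whole pathway at this dose. Heme synthesis itself was not measured, and the transcripts of the other enzymes do not tell whether it fell. In Ep2 their median was -0.17 (-0.55 to 0.18; camera, adjusted p = 0.141; fry, adjusted p = 0.000515). There, 3 were lower and 1 was higher past the adjusted p-value, so a smaller fall in part of the pathway's transcripts stays open in Ep2. Porfimer sodium is a porphyrin, and heme is known to repress Alas1, so an effect of the photosensitizer on the heme pool may contribute. The Ctrl libraries are labelled untreated, and no library is of cells with porfimer sodium but without light, so an effect of the photosensitizer alone was not tested.

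Egr1 and Cdc42ep2 changed in Ep1 and differed between both doses. Egr1, an immediate early gene, had 4.37 ± 0.608 FPKM in Ctrl, 9.06 ± 2.13 in Ep1, and 5.28 ± 0.742 in Ep2 (SD, n = 3 each). It rose by 0.89 in Ep1 (adjusted p = 0.013 in limma), not detectably in Ep2 (0.23, adjusted p = 0.253), and differed by -0.67 between Ep2 and Ep1 (adjusted p = 0.00822). The call in Ep1 was lost without Ctrl replicate 1 (adjusted p = 0.0516) and without Ep1 replicate 3 (0.0533), and the smallest adjusted p over the alternatives was 0.0101 (stricter filter). Cdc42ep2, which encodes an effector of the actin regulator CDC42, had 8.76 ± 0.932, 5.39 ± 0.475, and 13.1 ± 2.57 FPKM. It changed by -0.61 in Ep1 (adjusted p = 0.0191) and by 0.52 in Ep2 (adjusted p = 0.00637), a difference of 1.13 (adjusted p = 0.000135). Its call in Ep1 was lost without a filter (adjusted p = 0.0628), and without Ctrl replicate 1, Ctrl replicate 2, Ep1 replicate 1, or Ep1 replicate 3 (0.0533 to 0.0817), and the smallest adjusted p was 0.00613 (voom). After the correction for gene length and GC content, the differences between the doses were -0.60 for Egr1 and 1.202 for Cdc42ep2, which argues against these properties as the cause. The light dose remains open as a biological explanation, and so does the time between irradiation and harvest, which was not tested.

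In all, 52 genes passed an adjusted p-value of 0.05 at both doses in opposite directions, 28 of them higher in Ep1 and lower in Ep2 and 24 the reverse. Of 100 regroupings of the libraries, 1, the real one, gave as many. Most others mix treated with untreated libraries, which widens the spread within groups, so this does not test chance. An adjusted p-value of 0.05 allows false calls among the 1324 genes past it in Ep1, and chance stays open for these genes as a group. Pclaf, a replication gene, had the largest difference (log2 fold change 0.23 in Ep1, -1.04 in Ep2, difference -1.27, adjusted p = 2.23e-06). Its rise in Ep1 had an adjusted p of 0.0158, with 0.00374 (voom) to 0.0718 (without Ctrl replicate 2) over the alternatives. Of the DEGs in Ep1, 19 returned towards Ctrl in Ep2. A dose at which the response changes may account for such genes, and this was found and tested on the same libraries.

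Ankle1 fell in Ep2, from 9.23 ± 0.350 FPKM in Ctrl and 6.28 ± 0.264 in Ep1 to 1.38 ± 0.186 (SD, n = 3 each), a log2 fold change of -2.11 against Ctrl (adjusted p = 9.52e-07 in limma). Il11 rose from 2.24 ± 0.438 FPKM to 7.24 ± 1.46 in Ep1 and 8.79 ± 2.32 in Ep2 (log2 fold change 1.58 in Ep2 with adjusted p = 0.000177, and 1.34 in Ep1 with adjusted p = 0.00823). With the length and GC correction, the log2 fold changes in Ep2 were -1.93 for Ankle1 and 1.72 for Il11, which argues against these properties as the cause. The treatment remains open as a biological explanation.

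Cd68 rose in Ep2 only, with 23.8 ± 0.977 FPKM in Ctrl, 22.1 ± 2.71 in Ep1, and 83.6 ± 7.70 in Ep2 (SD, n = 3 each), a log2 fold change of 1.77 in Ep2 and a difference from Ep1 of 1.87 (adjusted p = 4.12e-06 in limma). Its corrected log2 fold change was 1.92, which argues against gene length and GC content as the cause. Cd68 is also a marker of macrophages. Of 12 macrophage genes, 11 stayed under 1 FPKM in every library, with Cd14 as the exception (10.3 FPKM on average), which argues against macrophages in the culture. Cd68 encodes a lysosomal protein, and 18 other lysosomal genes had a median of 0.27 in Ep2, with 16 higher and 0 lower past the adjusted p-value (camera, unadjusted p = 2.47e-07, adjusted p = 1.23e-06; fry, adjusted p = 2.06e-05), and of -0.01 in Ep1 (camera, adjusted p = 0.721), though with an estimated inter-gene correlation the list did not pass in Ep2 (adjusted p = 0.124). A lysosomal response to the higher dose may account for the rise. Ctsd, named after its values were seen, rose by 0.49 (adjusted p = 9.42e-05).

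Selenbp1 and Cnn2 were higher in Ep2 than in Ep1. Selenbp1 had 13.0 ± 0.449 FPKM in Ctrl, 13.9 ± 5.51 in Ep1, and 34.7 ± 3.68 in Ep2 (SD, n = 3 each), a difference of 1.32 on the log2 scale (adjusted p = 0.00203 in limma), and Cnn2 differed by 1.25 (adjusted p = 4.48e-06), with 43.7 ± 3.94 FPKM in Ep1. Corrected for gene length and GC content, the differences were 1.41 and 1.33, which argues against these properties as the cause. The light dose remains open as a biological explanation.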

How the results depend on the processing

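Voom on the recovered fragments, the correction for gene length and GC content, and some alternatives for sets and for the agreement of both doses were chosen after seeing the data. Across 256 pairs of an alternative and a summary value (counts, correlations, and distances), 216 stayed within 1.5 times the main count or within the spread, and 40 did not. The number of hub genes lower in Ep2 was 15 in each fit. The numbers past the adjusted p-value among overlap genes (7 to 9), transcription factor targets (34 to 44), and transporters (7 to 8) stayed within these bounds.

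With a pseudocount of 0.1, the number of DEGs was 147 in Ep1, 1616 in Ep2, and 1101 between Ep2 and Ep1, with 362 in Ep2 at an absolute log2 fold change above 1 and 79 shared by both doses. Voom on the recovered fragments gave 241, 2210, 1554, 728, and 133 in the same order, 21 Reactome sets in Ep1, and 8 lists between Ep2 and Ep1. Both alternatives shrink the fold change of weakly expressed genes less: in simulated data the fitted log2 fold change was 0.926 times the true one with a pseudocount of 1, 0.989 times with 0.1, and 1.003 times with voom. Without a minimum fold change the numbers were 1324, 6236, and 5156, with 980 shared, since the threshold itself was removed. Without a filter there were 41 DEGs in Ep1 and 25 shared, with 26717 genes tested in place of 11727; the cause was not tested.

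In the fits that each left out one replicate, the number of DEGs in Ep1 ranged from 32 (without Ctrl replicate 2) to 111 (without Ep1 replicate 2), and it was 33 without Ep1 replicate 1, 36 without Ep1 replicate 3, and 49 without Ctrl replicate 1. Shared DEGs ranged from 18 (without Ctrl replicate 2) to 57, with 20 without Ep1 replicate 1 and 23 without Ep1 replicate 3. Reactome sets in Ep1 ranged from 4 (without Ep1 replicate 1) to 23 (without Ep1 replicate 2), lists between Ep2 and Ep1 from 4 to 8 (without Ep2 replicate 2), sets overlapping lower DEGs from 22 (without Ep2 replicate 1) to 42, and the correlation of both doses from 0.413 (without Ep1 replicate 1) to 0.541 (without Ctrl replicate 3). Fewer libraries leave less information, and whether single libraries are unusual was not tested.

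With estimated inter-gene correlations, 0 lists passed in Ep1, 0 in Ep2, and 0 between Ep2 and Ep1, though the S phase, G2/M, and NRF2 lists kept unadjusted p-values of 0.0164, 0.0348, and 0.0274 in Ep2. Fry gave 2 lists in Ep1, and 64, 544, and 483 Reactome sets in Ep1, in Ep2, and between Ep2 and Ep1. Fry tests whether the genes of a set change at all, not whether they change more than other genes. The correction for gene length and GC content left 4 Reactome sets in Ep1, and median centring gave 19 sets overlapping lower DEGs; the causes were not tested.

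Of 99 tests of single genes, 78 kept direction and side of the threshold in each fit; over 1374 fits, 64 were weaker, 3 stronger, and 13 reversed. Reversed log2 fold changes were close to 0 or followed the correction for gene length and GC content: Sp1 in Ep2 (-0.104 with the correction, -0.028 to 0.066 with a replicate left out), Abcc1 in Ep2 (0.007 with median centring, -0.094 to 0.003), Ace in Ep1 (0.072 with the correction, -0.104 to 0.061), Ier2 in Ep2 (0.011 with the correction), and Ldha in Ep2 (0.107 with the correction). Of 39 list tests, 9 stayed the same in each of their fits; over 507 fits, 24 were weaker, 18 stronger, and 12 reversed. The reversed ones did not pass in either direction: immediate early genes between Ep2 and Ep1 (adjusted p = 0.965 with the replicate block, 0.785 with the correction, 0.385 to 0.876 with a replicate left out), NF-κB genes in Ep1 (0.905 with the correction, 0.224 to 0.954), cholesterol synthesis genes in Ep1 (0.481 to 0.897), and S phase genes in Ep1 (0.373 with the correction, 0.154 to 0.897). The causes were not tested.

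Libraries with the same number were not more alike across groups: after removal of group means, 9 pairs of libraries with the same number had correlations of -0.056 to 0.074, and 18 pairs with different numbers of -0.108 to 0.153. The replicate block gave 81 DEGs in Ep1 and 1081 in Ep2. DESeq2, the upper quartile, and the comparison of limma with edgeR had been set for counts given by the authors, in place of which these are FPKM values, and were not run. Depth limits genes under the filter, such as Nr4a3, with 1 to 5 fragments in the Ctrl libraries.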

Differences from the paper's values

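The paper reports 187 DEGs in Ep1, against 93 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 147, within 1.5 times the paper's number, and the others did not. Voom on the recovered fragments, chosen after seeing the values, gave 241, which is also within it. For Ep2, the paper reports 2976 DEGs, against 1075 here. None of the alternatives set before the data were examined with the paper's fold change threshold closed the gap (1616 with a pseudocount of 0.1), and voom, chosen after seeing the values, gave 2210. The paper reports 103 DEGs shared by both doses, against 45 here. A pseudocount of 0.1 gave 79 and voom, chosen after seeing the values, 133, and none of the other alternatives set before the data were examined closed the gap.

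In Fig. 2E, about 110 DEGs are higher and about 78 lower in Ep1, read by eye, against 67 and 26 here. A pseudocount of 0.1 gave 91 and 56, and voom, chosen after seeing the values, 139 and 102. Without Ctrl replicate 3 the number of higher DEGs was 81, also within 1.5 times the paper's, and the other alternatives set before the data were examined did not close either gap. In Fig. 2E, about 930 DEGs are higher and about 1100 lower in Ep2, read by eye, which makes about 2000, against 387, 688, and 1075 here. A pseudocount of 0.1 gave 652, 964, and 1616, voom, chosen after seeing the values, 1086, 1124, and 2210, and the other alternatives set before the data were examined did not close these gaps. The paper's text gives 2976 for the same comparison. In Fig. 7B, about 340 DEGs are higher and about 250 lower in Ep2 at an absolute log2 fold change above 1, read by eye, against 54 and 87 here. A pseudocount of 0.1 gave 154, which does not close the first gap, and 208, which closes the second. Voom, chosen after seeing the values, gave 432 and 296, and none of the other alternatives set before the data were examined closed either gap.

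Table 1 of the paper marks Mcm4, Pole2, and Cdc45 as up-regulated. Here they were lower in Ep2 in each setting, by log2 fold changes of -0.45, -0.38, and -0.45.

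The paper names Nr4a3, Gfpt2, Il33, and Fosb among DEGs of Ep2. Here Nr4a3, Gfpt2, and Il33 were under the filter. Without a filter, the adjusted p-value was 0.185 for Nr4a3, 0.0229 for Gfpt2, and 0.00421 for Il33, but the log2 fold changes of Gfpt2 and Il33 (0.26 and 0.44) were under the threshold. Voom, chosen after seeing the values, called Gfpt2 (1.28, adjusted p = 0.00168) and Il33 (1.16, adjusted p = 0.000925) but not Nr4a3 (adjusted p = 0.0875). Fosb did not pass in Ep2 in any setting (adjusted p = 0.239, and 0.394 with voom).

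The paper lists the nuclear receptor set of Reactome for higher DEGs and the DNA repair set for lower DEGs. Here the overlaps had adjusted p-values of 1 and 0.177, while camera gave 0.523 and 4.31e-07 for both sets in Ep2, and fry 0.0411 for the first. The paper obtained no gene sets in Ep1 with other collections. Here 5 of 14 lists and 10 Reactome sets passed in Ep1 with camera.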

Other observations

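Chosen only after the result was seen were the tests of the share of higher DEGs, of single libraries, of the TNFA overlap genes, of the low endothelial genes, and Fisher's exact test of gene types.

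Splits of the 6 libraries of a comparison into other groups of 3 were fitted the same way. As many DEGs came from 1 of 10 splits, the real one, in Ep1, in Ep2, and between Ep2 and Ep1, and the same held for DEGs of Ep2 at an absolute log2 fold change above 1 (1 of 10), for hub genes lower in Ep2 (1 of 10), and for Reactome sets in Ep2 (1 of 10). As many lists came from 9 of 10 splits in Ep1 and from 3 of 10 in Ep2, and as many Reactome sets from 8 of 10 in Ep1. Between Ep2 and Ep1, the real split gave 5 lists and the others 5 to 10. There the real split gave 283 Reactome sets and the others 89 to 274. With 10 splits the share is never under 0.1, so the splits by themselves argue against chance for none of these counts. The numbers of lists in each comparison and of Reactome sets in Ep1 are not more than other splits gave. In 100 simulated data sets with unchanged groups, in which the libraries varied independently, the highest number of DEGs was 1 in Ep1, 1 in Ep2, and 2 between Ep2 and Ep1, that of DEGs in Ep2 at an absolute log2 fold change above 1 was 1, and that of hub genes past the adjusted p-value in Ep2 was 0. This argues against chance for the numbers of DEGs only if genes vary independently of one another, as they did in the simulation. Variation shared by many genes of a library was not simulated, so it stays open. The paper chose the hub genes from these libraries, which the simulation did not repeat, so their number is not separate evidence. Chance stays open for the numbers of lists and of Reactome sets, which were not simulated in this way. Of 100 regroupings of the 9 libraries, 2 gave as many shared DEGs, but most others mix treated with untreated libraries, so this does not test chance. The other one took the Ep2 libraries as the control and gave 597 shared DEGs. Among as many top genes of each comparison in the simulated data sets, 46.9 genes were shared on average (35 to 55), a range that includes the 45 shared DEGs, so an overlap through the shared Ctrl libraries alone stays open.

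Of the DEGs in Ep2, 36.0% were higher. The log2 fold change in Ep2 rose with gene length, from a median of -0.08 in genes of 45 to 1728 bases to 0.07 in genes of 7046 to 41324 bases. With the trends against gene length and GC content removed and the median of each library kept, 46.2% of DEGs were higher, so gene length and GC content may account for part of the excess of lower DEGs. Whether the scale of the FPKM values contributes stays open, since median centring balances the numbers by itself. The fall of the hub genes is another matter: their median in Ep2 was -0.98 after the correction for gene length and GC content and -1.02 with median centring, which argues against both properties and the scale as its cause. The treatment stays open as a biological explanation.

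The ribosomal protein genes and the genes of respiratory complex I are short. In Ep1, 0% of 10000 random lists matched for gene length and expression level had a median as low as the ribosomal protein genes (-0.11, against -0.02 for the matched lists). In Ep2, 1.15% had one as low as that of the complex I genes (-0.32, against -0.16). These values argue against gene length and expression level as the whole cause, while part of the fall of complex I genes is also that of matched lists. The lists were not matched for GC content, so they do not decide on it. For the ribosomal protein genes in Ep2, 16.4% of matched lists had a median as low, so there the fall could come from gene length or expression level.

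Single libraries may carry the median of a list. Without Ep1 replicate 1, the immediate early genes had a median of 0.44 in Ep1 (0.53 with it). Without Ep2 replicate 1, the HIF targets had a median of 0.39 in Ep2 (0.50 with it) and the genes of the unfolded protein response of 0.25 (0.46 with it). All of these lists still passed (camera, adjusted p = 5.91e-07, 0.000138, and 0.00338), which argues against one library as the whole cause, although the last median fell by more than the others. With estimated inter-gene correlations and all libraries, none of the 3 lists passed (adjusted p = 0.594, 0.369, and 0.369).

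The TNFA overlap genes include 5 immediate early genes, so an immediate early response may account for their rise. The 18 immediate early genes outside the overlap rose in Ep1 as well (median 0.26; camera, unadjusted p = 5.57e-06, adjusted p = 2.78e-05; fry, adjusted p = 0.0394), and in Ep2 (median 0.35; camera, adjusted p = 0.011), but not with estimated inter-gene correlations (adjusted p = 0.508 in Ep1 and 0.388 in Ep2). A rise through NF-κB stays open: its feedback and cytokine genes, none of which is in the overlap, did not move as a list in Ep2 (camera, adjusted p = 0.601), but single members went both ways, so the median does not decide. The Reactome set "FCERI mediated NF-kB activation" was higher in Ep2 (median 0.16; camera, adjusted p = 0.00925).

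The 12 transporters of Fig. 1D were looked up in the RNA sequencing data. Of these, 10 passed the filter, and in Ep2 5 were higher and 2 lower past the adjusted p-value in limma, with 0 DEGs; 7 also passed when adjusted over the list alone. Higher were Slc2a1 (log2 fold change 0.50, adjusted p = 0.00993), Slc22a18 (0.38, adjusted p = 0.00454), Abcc4 (0.30, adjusted p = 0.00144), Slc35f6 (0.23, adjusted p = 0.00436), and Slc7a1 (0.22, adjusted p = 0.00477). Lower were Slc35b2 (-0.50, adjusted p = 0.00118) and Slc12a9 (-0.37, adjusted p = 0.00736). No change was detected in Slc17a5 (-0.12, adjusted p = 0.378) and Abcc1 (-0.04, adjusted p = 0.58). Slc2a3 and Abcc2 were under the filter, at 0.122 ± 0.0572 and 0.0085 ± 0.00931 FPKM in Ep2 (SD, n = 3 each).

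Of 20 genes of endothelial junctions and identity, 13 were under 1 FPKM in every Ctrl library and 12 in every library, among them Cldn5, Pecam1, Kdr, Tek, Tie1, and Esam, with Erg and Sox17 at 0 fragments. Cdh5 had 0.863 FPKM on average, and Tjp1 33.5, Abcg2 8.74, and Flt1 8.34 FPKM. The highest limit that 3 fragments set among these genes was 0.128 FPKM, which argues against depth as the cause, and the Ctrl values argue against the treatment as the cause. Other cells in place of endothelial cells stay open: of 12 epithelial genes, 7 were under 1 FPKM in every library, but Krt19 had 203 FPKM on average. Krt8 (640 ± 15.9 FPKM in Ctrl), Krt18 (237 ± 6.45), Sox2 (15.6 ± 0.532), and Cdx2 (11.1 ± 0.103) were named after their values were seen. The identity of the cells cannot be told apart from a loss of endothelial transcripts in culture with these libraries. In Ep2, the 7 tested endothelial genes had a median of 0.09 (camera, adjusted p = 0.478; fry, adjusted p = 0.0192; range over the alternatives 0.0192 to 0.551), with 3 higher and 2 lower past the adjusted p-value, among them Flt1 (0.59, adjusted p = 9.67e-05) and Mfsd2a (-0.57, adjusted p = 0.000709), and 5 passed when adjusted over the list alone.

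More genes had at least 1 fragment in Ep2 (20658 ± 305) than in Ctrl (19955 ± 32.9, SD, n = 3 each). At an equal depth of 16240688 fragments, the difference was 835.5 genes, which argues against depth as the cause. The treatment stays open.

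Pseudogenes and short RNAs made up 41.9% of the DEGs in Ep1 (39 of 93) and 8.5% of the tested genes (two-sided Fisher's exact test, p = 2.9e-18), while in Ep2 they made up 8.5% of the DEGs (p = 0.954). Once corrected for gene length and GC content, the share in Ep1 was 35.4%, which argues against these properties, as the test does against chance, as the whole cause. Of the 39 DEGs, 23 were also called by voom. Reads shared with parent genes were not tested.

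Of the other lists, heat shock genes had a median of 0.10 in Ep1 (camera, adjusted p = 0.149) and -0.06 in Ep2 (adjusted p = 0.387), where fry passed (adjusted p = 0.00633; range over the alternatives 0.00633 to 0.62), 2 were higher and 5 lower past the adjusted p-value and 7 passed when adjusted over the list alone. Hspe1 changed by -0.88 (adjusted p = 9.66e-06) and Bag3 by 0.18 (adjusted p = 0.0213). Cholesterol synthesis genes had a median of 0.03 in Ep1 (adjusted p = 0.818) and -0.11 in Ep2 (adjusted p = 0.361), with 2 higher and 6 lower and 8 when adjusted over the list alone, among them Dhcr7 (-0.55, adjusted p = 0.000135). In Ep1, NF-κB genes (0.02, adjusted p = 0.818), ERK feedback genes (0.09, adjusted p = 0.105), and HIF targets (0.08, adjusted p = 0.187) did not pass. The ERK feedback genes passed after the correction for gene length and GC content (adjusted p = 0.00471) and without Ctrl replicate 2 (0.0392), with adjusted p-values of 0.00471 to 0.604 over the alternatives.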
